# Gene Expression Changes in the Olfactory Bulb of Mice Induced by Exposure to Diesel Exhaust Are Dependent on Animal Rearing Environment

**DOI:** 10.1371/journal.pone.0070145

**Published:** 2013-08-05

**Authors:** Satoshi Yokota, Hiroshi Hori, Masakazu Umezawa, Natsuko Kubota, Rikio Niki, Shinya Yanagita, Ken Takeda

## Abstract

There is an emerging concern that particulate air pollution increases the risk of cranial nerve disease onset. Small nanoparticles, mainly derived from diesel exhaust particles reach the olfactory bulb by their nasal depositions. It has been reported that diesel exhaust inhalation causes inflammation of the olfactory bulb and other brain regions. However, these toxicological studies have not evaluated animal rearing environment. We hypothesized that rearing environment can change mice phenotypes and thus might alter toxicological study results. In this study, we exposed mice to diesel exhaust inhalation at 90 µg/m^3^, 8 hours/day, for 28 consecutive days after rearing in a standard cage or environmental enrichment conditions. Microarray analysis found that expression levels of 112 genes were changed by diesel exhaust inhalation. Functional analysis using Gene Ontology revealed that the dysregulated genes were involved in inflammation and immune response. This result was supported by pathway analysis. Quantitative RT-PCR analysis confirmed 10 genes. Interestingly, background gene expression of the olfactory bulb of mice reared in a standard cage environment was changed by diesel exhaust inhalation, whereas there was no significant effect of diesel exhaust exposure on gene expression levels of mice reared with environmental enrichment. The results indicate for the first time that the effect of diesel exhaust exposure on gene expression of the olfactory bulb was influenced by rearing environment. Rearing environment, such as environmental enrichment, may be an important contributive factor to causation in evaluating still undefined toxic environmental substances such as diesel exhaust.

## Introduction

Diesel exhaust (DE) consists of a complex mixture of components in gaseous or particulate form (DEP: diesel exhaust particles). DEP comprise more than 1,000 chemicals that are mainly composed of cores of elemental carbon, traces of metallic compounds, and adsorbed organic materials including polycyclic aromatic hydrocarbons, aldehydes, and nitrogen oxides [1]. DEP accumulate and negatively affect lung function following inhalation exposure. It has been reported that DE causes lung cancer [2], allergic rhinitis [3], and bronchial asthma-like diseases [4]. In fact, the International Agency for Research on Cancer, which is part of the World Health Organization, classified DE as carcinogenic to humans (Group 1) in 2012, based on sufficient evidence that DE exposure is associated with an increased risk of lung cancer [5].

Some research has led to the concern that the brain represents a target for the effects of ambient particulate matter (PM), mainly derived from DEP in urban environments [6]. It has been demonstrated that a small fraction of inhaled nanoparticles may reach the brain [7], [8]. Nanoparticles deposit in alveolar and subsequently cross the lung–blood barrier and the blood–brain barrier, and small nanoparticles, especially those below 10 nm, deposit efficiently on the olfactory mucosa by diffusion. Subsequent uptake and translocation of nanoparticles along axons of olfactory nerves has been reported [9], [10]. Previous *in vitro* studies have demonstrated that nanoparticles, such as DEP, might cause neurotoxic effects and disturb blood–brain barrier function [11], [12]. In addition, *in vivo* studies also have demonstrated that DE inhalation exposure has inflammatory effects on the olfactory bulb and midbrain regions of the brain [13], [14].

However, these toxicological studies have not evaluated the effects of conditions in the animal rearing environment. Effects of exposure to environmental chemicals and materials including nanoparticles are usually assessed in a standard laboratory cage environment alone. Mice housed in standard laboratory cages demonstrate frequent stereotyped behavior, in particular spontaneous jumping and backward flipping, which is persistent and occurs early in development compared with those housed in environmental enrichment conditions [15]. In contrast, environmental enrichment, which provides a combination of complex inanimate and social stimulation, may improve the well-being of animals reared in standard housing [16]. It has been reported that environmental enrichment attenuated stereotyped behavior compared with a standard laboratory housing environment [17]. Stereotyped behavior is a feature of autism [18] and is often observed in persons with mental retardation or developmental disorders [19], [20], [21]. Standard housing environment may change mice phenotypes [22] and thus might alter toxicological research results.

We hypothesized that chemical substance exposure-induced toxicity might be influenced by housing environment. In fact, it has been recommended that rodents reared in environmental enrichment should be used for regulatory toxicological research [23]. In particular, the rearing environment during the perinatal period is important for the development of the central nervous system of offspring [24], which suggests the possibility that early rearing environment might change the susceptibility of animals to chemical substance exposure. However, there are no data that have investigated if early rearing environment alters the later effects of DE exposure on the central nervous system.

We focused on the olfactory bulb because the olfactory translocation route is one of the targets of DEP [25]. The objective of the present study was to gain insight into how gene expression changes in the olfactory bulb of mice reared in a standard cage environment compare with those reared in environmental enrichment during the perinatal period when they were exposed to DE.

## Materials and Methods

### Animals

Pregnant C57BL/6J mice, weighing approximately 30 g (Figure S1A) at gestational day 14, were purchased from CLEA Japan, Inc. (Tokyo, Japan) and used for experiments. All animals were acclimated to our animal room (The Center for Environmental Health Science for the Next Generation, Research Institute for Science and Technology, Tokyo University of Science). They had free access to water and standard animal food and were exposed to a 12-hour light/dark cycle (lights on between 8∶00 and 20∶00), a temperature of 22±1°C, and a humidity-controlled environment (50±5%). Body weights of dams and their pups were recorded at sampling (Figure S1B–D). All experiments were performed in accordance with Animal Research: Reporting In Vivo Experiments guidelines for the care and use of laboratory animals [26] and were approved by Tokyo University of Science’s Institutional Animal Care and Use Committee. All sampling was performed under sodium pentobarbital (50 mg/kg) anesthesia, and all efforts were made to minimize suffering.

### Housing Environmental Conditions

Upon arrival to the colony, half of the 20 pregnant dams were assigned to the standard cage environment (C) and the other half to environmental enrichment (EE). Standard laboratory cage consisted of a common housing cage for mice (30×20×12.5 cm: 7500 cm^3^). Environmental enrichment consisted of a larger (40×25×19 cm: 19,000 cm^3^) cage containing a running wheel, small house, wood blocks, and plastic tubing that were moved to different locations within each cage every 2–3 days and were exchanged with new toys. One dam and her pups (n = 8) were housed in either the standard laboratory cage or environmental enrichment throughout the perinatal period and until weaning. After weaning at postnatal day 27, the offspring mice were placed in a control chamber or DE inhalation chamber and were housed under the same conditions as during the perinatal period. The mice were exposed to DE for 8 hours/day (10∶00–18∶00) for 28 days (postnatal days 28−55) in the control or DE inhalation chamber at the Center for Environmental Health Science for the Next Generation (Research Institute for Science and Technology, Tokyo University of Science). Housing environment (standard cage environment [C] or environmental enrichment [EE]) during the perinatal period (gestational day 14–postnatal day 28) and chamber (control [C] and [DE]) established four experimental groups: C-C, C-DE, EE-C, and EE-DE (Figure 1). Necropsies were performed 1 day after the final exposure. In this experiment, 7–9 independent litters (C-C: n = 7, C-DE: n = 7, EE-C: n = 8, EE-DE: n = 9) were used. The olfactory bulb was collected from each male mouse, frozen quickly in liquid nitrogen, and then stored at −80°C until total RNA extraction. Lung tissues were also collected and immersed in 10% phosphate buffered formalin until use.

**Figure 1:**
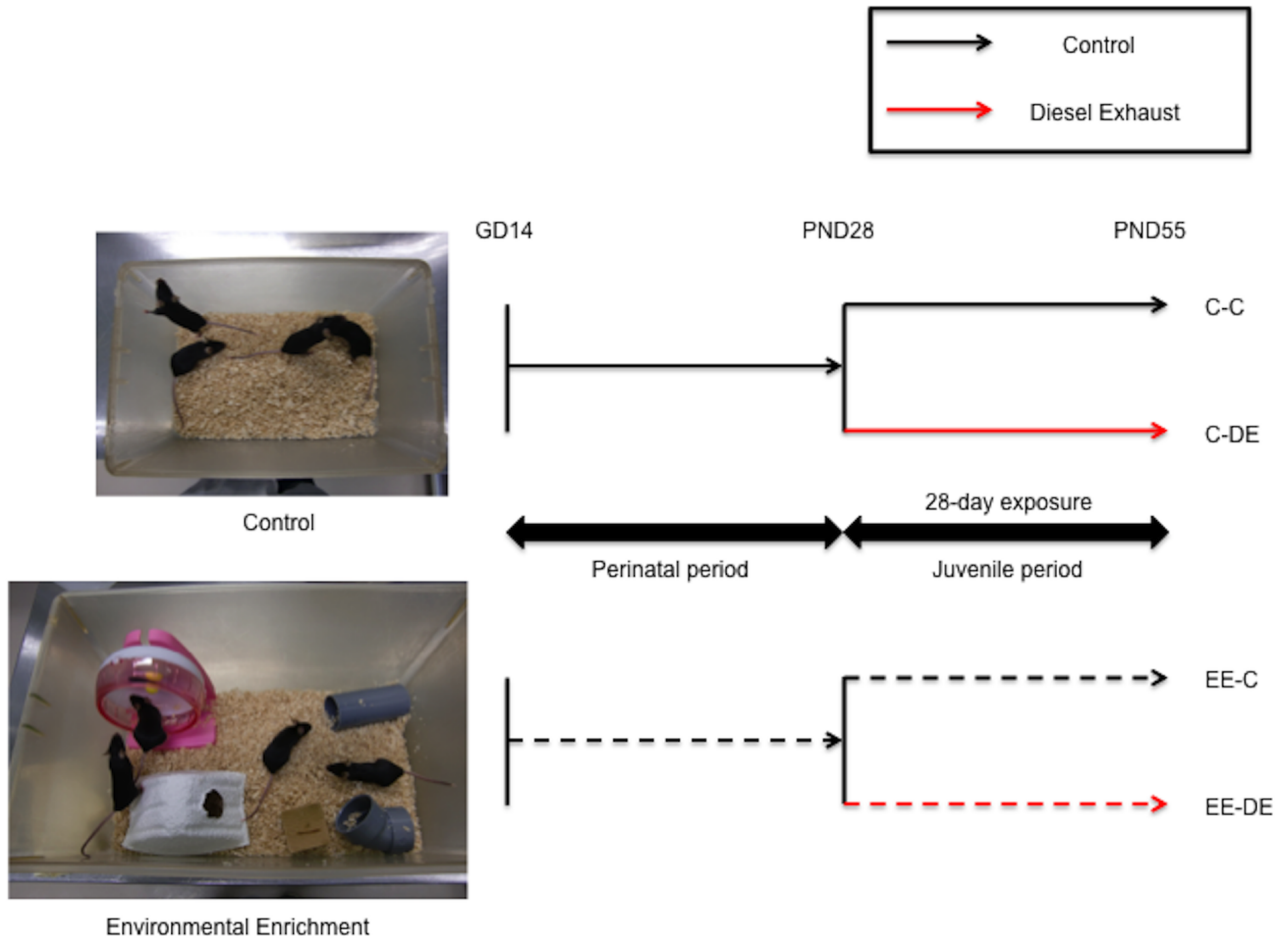
Schematic diagram of design of the present study.

### Diesel Exhaust

A four-cylinder 2,179 cc diesel engine (Isuzu Motors Ltd., Tokyo, Japan) was operated at a speed of 1500 rpm and 80% load with diesel fuel. The exhaust was introduced into a stainless steel dilution tunnel (216.3 mm diameter × 5250 mm) where the exhaust was mixed with clean air. Particle size distributions (measuring range 10–410 nm) were investigated using a scanning mobility particle sizer apparatus (model 3936, TSI Inc., St. Paul, MN, USA) composed of a condensation particle counter (model 3785, TSI Inc.) and a differential mobility analyzer (model 3081, TSI Inc.). The apparatus was operated at a sample flow rate of 0.6 L/minute and a sheath flow rate of 6.0 L/minute. The mass and number concentrations of DEP were measured by a Piezobalance Dust Monitor (model 3521, Kanomax, Inc., Osaka, Japan) and a condensation particle counter (model 3007, TSI Inc.), respectively. Concentrations of gas components, [i.e., nitric oxide (NO_x_), sulfur dioxide (SO_2_), and carbon monoxide (CO)] in the chambers were measured by an NO-NO_2_-NO_x_ analyzer model 42i (Thermo Fisher Scientific Inc., Franklin, MA, USA), Enhanced Trace Level SO_2_ Analyzer, Model 43i-TLE (Thermo Fisher Scientific Inc.), and a CO Analyzer, model 48i (Thermo Fisher Scientific Inc.), respectively.

### Immunohistochemistry

Dams at the weaning period were perfused transcardially with a heparin solution (1000 U/l, 0.9% saline), followed by ice-cooled fixative composed of 4% paraformaldehyde, 0.1% glutaraldehyde, and 0.2% picric acid in 0.1 M phosphate buffered saline (PBS, pH 7.4). The brains were removed and post-fixed in the same fixative without glutaraldehyde for 24 hours at 4°C. The brains were then cryoprotected in a phosphate-buffered 30% sucrose solution with 0.1% sodium azide for 24–48 hours. The brains were then frozen and cut in the coronal plane (6 series of 40- µm thick sections) on a microtome (Sakura Finetek Co., Ltd., Japan) and collected in 0.1 M PBS with 0.1% sodium azide.

Immunohistochemical visualization of FosB was performed on free-floating sections using antibody and avidin-biotin peroxidase methods as previously described [27], [28]. Briefly, after blocking endogenous peroxidase and preincubation in 10% normal horse serum, the sections were incubated in primary rabbit polyclonal affinity purified anti-FosB antibody (sc-48, Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA) diluted 1∶600 in 0.1 M PBS with 0.1% Triton X-100 for 16 hours at room temperature. After three 10-minute rinses in 0.1 M PBS with 0.1% Triton X-100, the sections were further incubated in a biotinylated secondary antibody solution, donkey anti-rabbit IgG (AP182B, Chemicon, Temecula, CA, USA, 1∶800) for 120 minutes at room temperature, followed by three 10-minute rinses in 0.1 M PBS with 0.1% Triton X-100, and finally treated with an avidin-biotin peroxidase complex (Vectastain ABC peroxidase kit, Vector Laboratories Inc., Burlingame, CA, USA, 1∶400) for 240 minutes. The sections were reacted for peroxidase activity in a solution consisting of nickel ammonium sulfate, 0.02% 3,3-diaminobenzidine in 0.1 M Tris-HCl buffer (pH 7.6), and 0.01% H_2_O_2_ for 20 minutes. FosB immunoreactivity was localized to the cell nuclei and appeared as a dark gray-black stain. Subsequently, sections were washed in 0.01 M PBS, mounted on gelatin-coated glass slides, air-dried, dehydrated in a graded series of alcohols, cleared in xylene, and coverslipped with Entellan (Merck Co, Ltd., Japan). Photomicrographs were captured with a light microscope (BX51; Olympus Co., Ltd., Japan).

### Hematoxylin-eosin Staining

Lung tissues were embedded in paraffin, cut on the microtome, and then stretched in a water bath. Paraffin-embedded lung sections were removed from the water bath and air-dried for 1 hour at 40°C on slides. Staining was performed manually in staining dishes as follows: a de-washing step in xylene, then rehydration with successive incubations in 95% ethanol, and finally tap water. Hematoxylin 3G (Sakura Finetek Co., Ltd., Japan) was applied for 5 minutes followed by a wash with running tap water for 5 minutes and staining with eosin (Sakura Finetek Co., Ltd., Japan) for 3 minutes. After washing with tap water and dehydration with successive washes of 95% ethanol and xylene, slides were mounted by Entellan and air-dried prior to microscopic examination.

### Total RNA Isolation

Olfactory bulbs were immediately isolated (within 50 seconds), frozen in liquid nitrogen, and kept at −80°C. Total RNA was isolated using Isogen (Nippon Gene Co., Ltd., Tokyo, Japan) according to the manufacturer’s protocol and suspended in pure water. The RNA quantity was determined by spectrophotometry measurement of OD260/280 (ratio >1.8) in a BioPhotometer plus (Eppendorf, Hamburg, Germany). Extracted RNA from each sample was used for microarray and quantitative RT-PCR analysis.

### Complementary DNA Microarray Procedures

After purification of RNA by ethanol precipitation and an RNeasy Micro Kit (Qiagen, Hilden, Germany), the RNA integrity was evaluated by capillary electrophoresis using a Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA). Each RNA sample (31 individual samples) showed 8.8−9.9 in the RNA integrity number scores. To reduce false positives due to variability between individual samples, equal amounts of total RNAs from individual samples from each cage (one olfactory bulb sample/cage) were pooled (7−9 sample pooling in each group). To improve the accuracy of the data, the pooled RNA template was divided into two replicates for technical analysis. In this pooled data set, the average data between two replicate arrays were used for microarray analysis. 

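In the deposited array data, the 2 arrays of a pool could be set against each other across 21902 probes with signal on every array. Across these probes, which are not independent replicates, the log2 signals of the duplicate arrays had a Pearson's r of 0.998 for C-C, C-DE and EE-DE and of 0.996 for EE-C. The SD between duplicates was 0.115 (log2) for C-C, 0.108 for C-DE, 0.168 for EE-C and 0.128 for EE-DE. Duplicates lay at least 1.5-fold apart for 180 probes in C-C, 160 in C-DE, 469 in EE-C and 271 in EE-DE. The 8 probes of the Gapdh gene, which served as the reference for quantitative RT-PCR in the study, changed by −0.11 to 0.10 in C-DE/C-C and by −0.28 to 0.04 in EE-DE/EE-C. The fold changes reported here come from the mean of the log2 signals of both arrays. With the linear signals averaged in its place, 351 probes changed at least 1.5-fold in any of the comparisons of exposed with unexposed pools.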

Each of the pooled RNA samples was labeled with Cy3 and hybridized to a SurePrint G3 Mouse GE 8×60K microarray (Agilent Technologies) consisting of 62,976 spots (28,620 genes) according to the protocol of DNA Chip Research Inc. (Kanagawa, Japan). After hybridization with fluorescent-labeled cDNA, the microarray was washed using Gene Expression Wash Buffers Pack (Agilent Technologies) and then scanned by a DNA microarray Scanner G2565CA (Agilent Technologies). Scanner output images were normalized and digitalized by Agilent Feature Extraction software according to the Minimum Information about a Microarray Experiment guidelines [29] and a pre-processing method for Agilent data [30]. The raw data and normalized data have been deposited in NCBI’s Gene Expression Omnibus and are accessible thorough Gene Expression Omnibus Series accession number GSE46163 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46163).

### Hierarchical Cluster Analysis

To extract characteristic gene sets that were differentially expressed after subacute exposure to DE, the log_2_ fold-change data (C-C vs. C-DE, EE-C vs. EE-DE, and C-C vs. EE-DE comparison in offspring) of gene expression were hierarchically clustered using a complete linkage algorithm and Euclidean distance as the distance metric [31]. The analysis was performed using Cluster 3.0 [32], and the result was visualized by Java TreeView [33].

### Defining Functional Relationships between Expression Profiles

To better understand the biological meanings of the microarray results, functional analyses were performed using gene annotation by Gene Ontology (GO) and canonical pathway analysis. All genes printed on the microarray were annotated with GO using an annotation file (ftp://ftp.ncbi.nih.gov/gene/DATA/gene2go.gz) provided by National Center for Biotechnology Information (NCBI; Bethesda, MD) and pathway analysis using c2.cp.v3.1.symbols.gmt in http://www.broadinstitute.org/gsea/downloads.jsp#msigdb provided by Broad Institute (BI; Cambridge, MA). The annotation was updated in January 2013. All of the differentially expressed genes were classified by GO and pathway according to their function. In addition, some gene sets obtained by hierarchical cluster analysis were also categorized by GO. Enrichment factors for each GO and pathway were defined as (nf/n)/(Nf/N), where nf is the number of flagged genes within the category, Nf is the total number of genes within that same category, n is the number of flagged genes on the entire microarray, and N is the total number of genes on the microarray. Statistical analysis was performed using Fisher’s exact test based on a hypergeometric distribution to calculate P values. The categories with a high enrichment factor and P<0.05 were extracted.

### Quantitative RT-PCR

Total RNA (1 µg) for each sample was used as a template to synthesize cDNA using M-MLV reverse transcriptase (Invitrogen Co., Carlsbad, CA, USA) according to the manufacturer’s instructions. Quantitative Real-Time PCR (RT-PCR) was performed with SYBR Green Real-Time PCR Master Mix (Toyobo Co., Ltd., Osaka Japan., Thunderbird) in an Mx3000P (Agilent Technologies) with an initial hold step (95°C for 60 seconds) and 40 cycles of a two-step PCR (95°C for 15 seconds and 60°C for 60 seconds). At each cycle, the fluorescence intensity of each sample was measured to monitor amplification of the target gene. Relative expression levels of target genes were calculated for each sample after normalization against glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*). We found no significant differences in the *Gapdh* expression between groups (data not shown). The primer sequences are shown in Table 1.

**Table 1:** Design of primer pairs for Real-Time RT-PCR analysis.

Gene symbol		Sequence (5′>3′)	Tm (°C)	GenBank Accession
*Gapdh*	Forward:	TGTGCAGTGCCAGCCTCGTC	60	NM_008084
	Reverse:	GGATGCATTGCTGACAATCT		
*Dbp*	Forward:	AAGCATTCCAGGCCATGAGAC	60	NM_016974
	Reverse:	CGGCTCCAGTACTTCTCATC		
*Cxcl10*	Forward:	CCGGAAGCCTCCCCATCAGC	60	NM_021274
	Reverse:	GGGATCCCTTGAGTCCCACTCAGAC		
*Chmp4b*	Forward:	GATGGCACCCTGTCAACCATC	60	NM_029362
	Reverse:	TGAGCTCATCCTCGTCGAAC		
*Fam13c*	Forward:	AGCTGAAGCTGTCGGAAGAGC	60	NM_024244
	Reverse:	GATACCTCTGCATCGGTCATA		
*Mslnl*	Forward:	GGCTTACTGTCATGCAGACTG	60	NM_177822
	Reverse:	AAGTGGCCTTGGACTCTAGG		
*Umodl1*	Forward:	AACTATAGCGTGTCCGCCAG	60	NM_177465
	Reverse:	TGCAGTGCAGGTAGACGATG		
*Aqp3*	Forward:	ATCTATGCACTGGCACAGAC	60	NM_016689
	Reverse:	ATTGACCATGTCCAAGTGTC		
*Cyp2f2*	Forward:	GAAGTCGCTTCGACTATGAC	60	NM_007817
	Reverse:	TCCATATTGAAGTGGCTCAG		
*Krt18*	Forward:	AGATTGCCAGCTCTGGATTG	60	NM_010664
	Reverse:	TGGTGACAACTGTGGTACTC		
*Sdad1*	Forward:	TGCTGCAGAACTTCATGTAC	60	NM_172713
	Reverse:	CACGCAGTTGTGATAACATTG		
*Nr1i3*	Forward:	TGCTACAAGATGGAGGACGC	60	NM_009803
	Reverse:	TTGTTCAGAATCAGCGCCATC		

Table 1 shows the gene symbol, primer pair sequences, T_m_, and GenBank accession numbers for the corresponding genes.

Footnote: T_m_ is the melting temperature of the PCR product.

### Statistical Analysis

We used 31 independent litters from 16 different rearing cages (standard rearing environment [7 independent cages] or environmental enrichment [9 independent cages]) during the perinatal period. Independent litters were composed of one pup from each dam from the control or environmental enrichment groups. The statistics were performed with the independent litter as the statistical unit. Values for body weight, food intake, immunohistochemistry, and quantitative RT-PCR are presented as the mean ± standard deviation (S.D.) One-way analysis of variance (ANOVA) followed by a subsequent simple-effects analysis with Tukey-Kramer multiple comparison test were used to determine differences between the different groups for food intake. Two-way ANOVA was used to evaluate DE exposure and rearing environment interaction effects for dependent variables. A significant interaction was interpreted by a subsequent simple-effects analysis with Tukey-Kramer multiple comparison test for quantitative RT-PCR data. An unpaired *t*-test was used for body weight and immunohistochemical analysis to detect differences between the different groups. Significance was determined at P<0.05.

## Results

### Characterization of DE

The diameter distribution of DEP in the DE chamber showed peaks at 90 nm (Figure 2A). The average number concentration of the DEP was approximately (8.1±1.0)×10^4^ (numbers/cm^3^). The average concentration of exhaust constituents was maintained at 90 µg/m^3^ [2.09 ppm for carbon monoxide (CO), 0.132 ppm for nitrogen dioxide (NO_2_), and less than 3.62×10^−3^ ppm for sulfur dioxide (SO_2_)] (Figure 2B).

**Figure 2:**
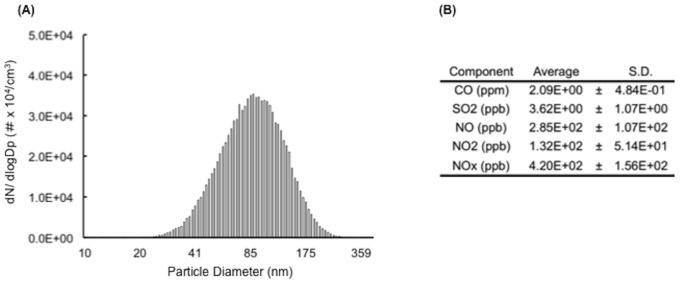
Characterization of diesel exhaust. (A) Particle diameter distribution of diesel exhaust particles. (B) Concentrations of gaseous components.

### Effects of Early Environmental Enrichment on Dam and her Pups

We analyzed for FosB expression in the medial preoptic area, a part of the anterior hypothalamus of the dam at weaning. The number of FosB-positive neurons in the medial preoptic area of dam reared in environmental enrichment was significantly decreased compared with that of dam reared in a standard laboratory cage environment (Figure S2A−D). Eye opening of pups, observed at postnatal day 13 or 14, was accelerated by environmental enrichment during the perinatal period (Figure S3A). Food intake per cage (one dam and 8 pups) was significantly increased during the final lactation period (postnatal days 21−25) by environmental enrichment (Figure S3B).

### Effects of Exposure to Diesel Exhaust on the Lung

Body weight gain of control and enriched mice was similar to that of those exposed to DE (Figure S1D). We evaluated the histology of the lung of mice to confirm the induced toxicity under conditions of the present experimental design of diesel exhaust exposure. There was no remarkable difference in pathological finding among DE exposure groups (C-DE, EE-DE) and non-exposure groups (C-C, EE-C). Macrophages that phagocytized DEP were slightly observed in the bronchiolar lumen of mice after exposure to DE (C-DE, EE-DE) (Figure S4A–D).

### Profiling and Visualization of Gene Expression Pattern by cDNA Microarray and Hierarchical Clustering Analysis

The effects of DE exposure and rearing environment during the perinatal period on the gene expression pattern in the olfactory bulb were evaluated by microarray. 

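Olfactory bulb RNA from 4 groups of mice was hybridized to 8 one-colour Agilent arrays, 2 for each pooled RNA. Mice were reared in standard cages (C-C and C-DE) or with environmental enrichment (EE-C and EE-DE). The C-DE and EE-DE mice inhaled diesel exhaust at 90 µg/m3 for 8 h per day over 28 days, from postnatal day 28 to 55. According to the methods, the pools held RNA of 7 C-C, 7 C-DE, 8 EE-C and 9 EE-DE mice. The authors deposited the values that the Feature Extraction software gave for every spot. The background-corrected processed signal, an intensity, was taken to the log2 scale, and the 75th percentile of the array's noncontrol spots was subtracted. Spots of the same probe were then averaged on each array. A log2 fold change is the difference between the means of the 2 arrays of each pool, and the level of a probe is its mean over the 8 arrays relative to the 75th percentile. Each group is 1 pool, so its 2 arrays carry no variation between mice, and no p-value for the exposure or for the rearing environment could be had. Fold changes are given with their range over the 4 pairings of an array of one pool with an array of the other. The noise between arrays was read from 2 contrasts per comparison in which the pools cancel, each with 1 array of both pools set against the other array of both pools. The number of arrays limits the precision of every value. The 75th percentile of the signal lay between 644 and 716 intensity units. The share of noncontrol spots well above background was between 68.0% and 70.6% on 7 arrays and 56.7% on the first EE-DE array, where the median background was 29 against 21 to 24 on the others. All arrays lay on 1 slide, with the standard-cage pools in one column and the enriched pools in the other, so effects of rearing and of the slide column cannot be told apart. Probe positions follow the array's annotation on mm9.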

From the 62,976 spots (28,620 genes) printed on the microarray, 18,190 spots (15,332 genes) were found with GenBank accession numbers and a high-quality signal. Moreover, 116 spots (112 genes) were found to be differentially expressed (1.5-fold upregulated or downregulated) either in C-DE/C-C, EE-DE/EE-C, or EE-DE/C-C comparisons (Table S1), but surprisingly, there were no gene differences between the C-C and EE-C groups. 

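Of the 62976 spots in each deposited file, 3671 were controls, and the other 59305 carried 34797 gene names. A GenBank or RefSeq accession was given for 36186 of the noncontrol spots. Among these, 24574 were well above background on all 8 arrays, and 24149 of them also had no outlier flag on any array. These 24149 spots carried 16673 gene names and belonged to 21902 probes. No spot was saturated. The looser flag for a positive and significant signal let 27814 spots pass, and the brighter 75% of the passing spots were 18112.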

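In C-DE/C-C, 125 of the 21902 probes changed at least 1.5-fold, 31 higher and 94 lower. The contrasts in which these pools cancel gave 45 and 78 probes. In EE-DE/EE-C, 211 probes changed, 137 higher and 74 lower, while its cancelling contrasts gave 188 and 214, so this count was no larger than the noise between arrays. In EE-DE/C-C, 178 probes changed, 104 higher and 74 lower, against 88 and 103 in the cancelling contrasts. Together, 382 probes with 377 gene names changed in at least 1 of these comparisons. The duplicates of one of the compared pools themselves lay 1.5-fold apart for 69 of the probes changed in C-DE/C-C, 159 in EE-DE/EE-C and 96 in EE-DE/C-C. The total was 1575 probes under the looser signal flag and 53 where all 4 pairings had to pass. Between the unexposed pools, EE-C/C-C, 183 probes changed, 63 higher and 120 lower, and the cancelling contrasts gave 208 and 132. Of these 183, 64 lay in a corner of the slide where the first EE-C array read low, and 119 were left without that corner. In EE-DE/EE-C, 57 of the 137 higher probes lay there, and 80 higher and 74 lower were left without it. The cancelling contrasts with EE-C arrays contain the corner too and were not recounted without it. Their counts can be set only against the comparisons that keep the corner.

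**Figure D1:**
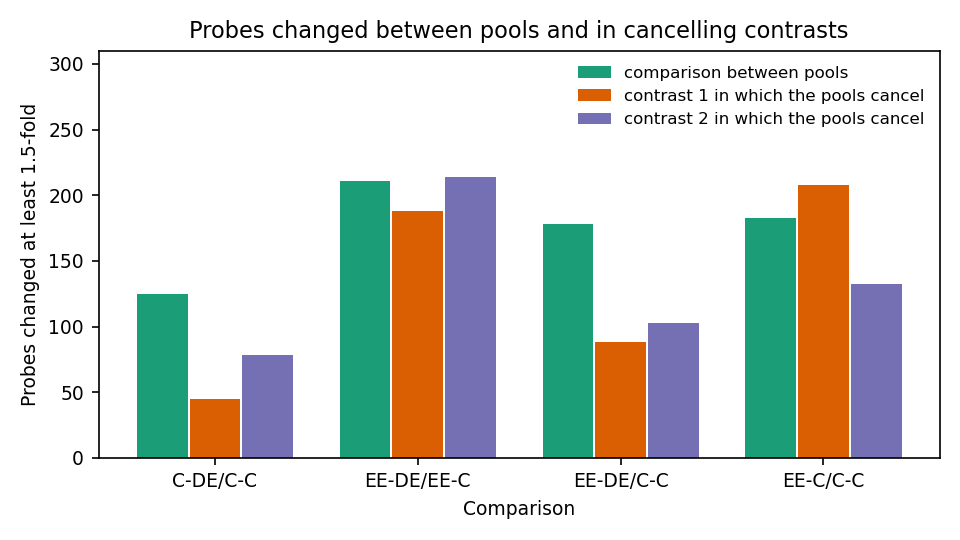
Number of probes changed at least 1.5-fold (vertical axis) in each comparison of pools and in the pair of contrasts in which the pools cancel. The C-DE/C-C bar of 125 stands above its cancelling contrasts of 45 and 78, while the EE-C/C-C bar of 183 lies between 132 and 208.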

Hierarchical clustering analysis classified the 116 spots into three major clusters based on their expression patterns. 

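Of the 116 spots of Table S1, 76 could be matched to a probe by the accession that names it on the array, and all of these had a high-quality signal. The accessions of the remaining 40 are not among the array's systematic names. In the order of Table S1, which follows the clustering, the matched probes were 35 of 43 in cluster A, 16 of 19 in cluster B and 23 of 48 in cluster C. Where an accession had several probes, as for 21 of the spots, the probe with the largest change was taken.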

We showed the combined effect of diesel exhaust exposure and rearing environment by EE-DE/C-C comparison in the heat map. 

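In EE-DE/C-C alone, with neither C-DE/C-C nor EE-DE/EE-C past 1.5-fold, 20 of the 73 matched genes of Table S1 changed at least 1.5-fold. Atf3 (NM_007498) was one of them, with a log2 fold change of 0.69 (0.50 to 0.87 over the pairings of arrays). Btg2 (NM_007570) changed by 0.60 (0.35 to 0.85). The 12 immediate early genes outside Table S1 had a median of 0.26 in the same comparison. In all, 37 of the 73 genes passed 1.5-fold in EE-DE/C-C, 25 in C-DE/C-C and 24 in EE-DE/EE-C. Only 9 passed it both in C-DE/C-C and in EE-DE/EE-C.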

The combined impact cannot be visualized by only C-DE/C-C and EE-DE/EE-C comparisons. 

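The 35 matched probes of cluster A had a median log2 fold change of 0.23 in C-DE/C-C (0.12 to 0.44 over the 4 pairings of arrays), and 30 of them were higher. In EE-DE/EE-C the median was 0.29 (0.03 to 0.47), with 32 higher. It fell to 0.09 without the first EE-DE array. In EE-DE/C-C the median was 0.58 (0.29 to 0.68), and 0.33 without the same array. The 23 matched probes of cluster C had a median of −0.39 in C-DE/C-C (−0.61 to −0.24), with 22 lower. Their median was −0.43 in EE-DE/EE-C (−0.59 to −0.10), with 21 lower, and −0.17 without the first EE-C array. In EE-DE/C-C the cluster C median was −0.65 (−0.88 to −0.43), and all 23 probes were lower, 18 of them by at least 1.5-fold. Between the unexposed pools, EE-C/C-C, the medians were 0.19 for cluster A and −0.29 for cluster C. The probes were picked by the study on these arrays, so their medians describe the selection.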

The gene expression patterns in cluster A (43 genes) and cluster C (47 genes) were upregulated and downregulated in either C-DE/C-C or EE-DE/EE-C comparisons, respectively. The gene expression pattern in cluster B (17 genes) exhibited a different expression change between C-DE/C-C and EE-DE/EE-C comparisons. This heat map allowed us to determine how these genes were related to the effects of DE exposure with or without early environmental enrichment (Figure 3).

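In C-DE/C-C, all 16 matched probes of cluster B were lower, 15 of them by at least 1.5-fold, with a median log2 fold change of −0.93 (−1.52 to −0.49 over the pairings). In EE-DE/EE-C, 15 were higher, 9 of them by at least 1.5-fold, with a median of 0.61. That median spanned −0.11 to 1.48 over the pairings, and it was 0.11 without the second EE-C array. In EE-DE/C-C the median was 0.34 (−0.30 to 0.90). Between the unexposed pools, EE-C/C-C, it was −0.36 (−1.25 to 0.49), with 15 of 16 lower. The EE-DE/EE-C effect exceeded the C-DE/C-C effect by a median of 1.63 in cluster B, against −0.02 in cluster A and 0.10 in cluster C. The duplicate arrays differed in cluster B by a median of 0.77 in C-C, −0.39 in C-DE, 0.97 in EE-C and −0.56 in EE-DE (first minus second array).

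**Figure D2:**
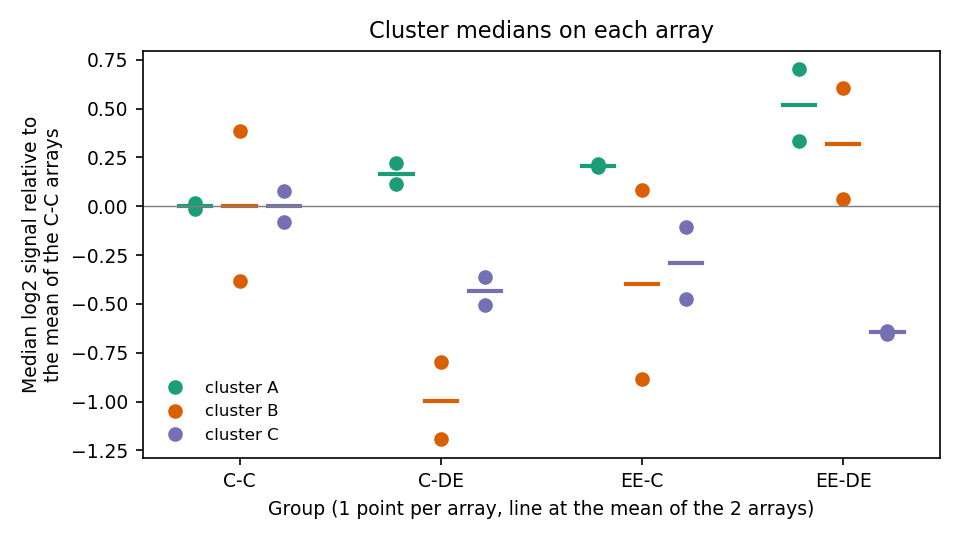
Median log2 signal of the matched probes of each cluster on each array, relative to the mean of the C-C arrays (vertical axis), for each group. Points are arrays and lines are the means of 2 arrays. Cluster B lies at −1.19 and −0.80 on the C-DE arrays and at 0.08 and −0.88 on the EE-C arrays.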

**Figure 3:**
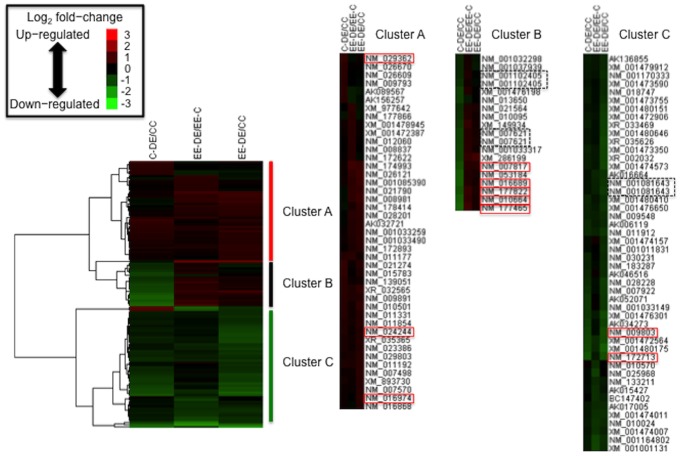
Hierarchical clustering of gene expression data. Within each group, a fold change (C-DE/C-C, EE-DE/EE-C, and EE-DE/C-C) was calculated and log_2_ transformed for all 116 spots on the microarray that did not have any missing values. These values were then hierarchically clustered using Euclidean distance metric and complete linkage. The colored images are presented as described: the color scale ranges from saturated green for log_2_ ratios –3.0 and below to saturated red for log_2_ ratios 3.0 and above. Gene expression profiles were divided into 3 clusters (clusters A, B, and C), and quantitative RT-PCR analysis was performed for genes surrounded by the red line in each cluster. Genes surrounded by black dotted line were the same gene derived from different spots.

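Complete linkage with Euclidean distance on the 3 log2 fold changes of the 76 matched probes gave groups of 25, 35 and 16 probes. The group of 35 held all matched probes of cluster A and no others. The group of 25 held the 23 of cluster C, 1 of cluster B and 1 assigned to none of the clusters. The group of 16 held 15 of cluster B and 1 assigned to none.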

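Both Acp5 probes (NM_001102405, chromosome 9) were lower in C-DE/C-C, with log2 fold changes of −0.67 (−1.52 to 0.18) and −0.55 (−1.33 to 0.23). The Cbr2 probes (NM_007621, chromosome 11) changed by −0.94 and −0.91 in C-DE/C-C and by 0.72 and 0.69 in EE-DE/EE-C. In EE-DE/C-C, the Xlr3b probes (NM_001081643, chromosome X) changed by −0.70 (−1.60 to 0.19) and −0.74 (−1.56 to 0.08). For each of these genes the probes differed from each other by less than the range over the pairings of arrays.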

### Validation of Microarray Results by RT-PCR

We conducted RT-PCR quantification of the expression of 11 selected genes in a second set of samples (not included in the microarray experiments) to validate the microarray data and obtain expression data for each sample. All PCR reactions had efficiencies greater than 90%. From the 11 selected genes, except for *Fam13c*, RT-PCR analysis validated the results for 10 genes: *Chmp4b*, *Cxcl10* and *Dbp* in cluster A (Figure 4A–D), *Cyp2f2*, *Aqp3*, *Mslnl*, *Krt18* and *Umodl1* in cluster B (Figure 5A–E), and *Nr1i3* and *Sdad1* in cluster C (Figure 6A, B). Interestingly, there was no difference in gene expression levels between EE-C and EE-DE, whereas expression levels of the genes were dysregulated by DE exposure of mice reared in a standard cage environment. As shown in Figure 4, for *Chmp4b*, two-way ANOVA showed significant main effect for DE exposure [F (1, 27) = 4.57, P<0.05] without DE exposure/rearing environment interaction; for *Cxcl10*, two-way ANOVA showed significant main effect for DE exposure [F (1, 27) = 16.34, P<0.001] without DE exposure/rearing environment interaction; for *Fam13c*, two-way ANOVA failed to find a significant main effect of DE exposure; and for *Dbp*, two-way ANOVA showed significant main effect for DE exposure [F (1, 27) = 18.35, P<0.001] without DE exposure/rearing environment interaction. As shown in Figure 5, for *Cyp2f2*, two-way ANOVA showed significant main effect for rearing environment [F (1, 27) = 4.73, P<0.001] with significant DE exposure/rearing environment interaction [F (1, 27) = 9.19, P<0.01]; for *Aqp3*, two-way ANOVA showed significant main effect for rearing environment [F (1, 27) = 4.58, P<0.05] with significant DE exposure/rearing environment interaction [F (1, 27) = 6.23, P<0.05]; for *Mslnl*, two-way ANOVA showed significant main effect for rearing environment [F (1, 27) = 6.61, P<0.05] with significant DE exposure/rearing environment interaction [F (1, 27) = 8.67, P<0.01]; for *Krt18*, two-way ANOVA showed no significant main effect for DE exposure and rearing environment with significant DE exposure/rearing environment interaction [F (1, 27) = 8.39, P<0.01]; and for *Umodl1*, two-way ANOVA showed no significant main effect for DE exposure and rearing environment with significant DE exposure/rearing environment interaction [F (1, 27) = 11.37, P<0.01]. As shown in Figure 6, for *Nr1i3*, two-way ANOVA showed significant main effect for DE exposure [F (1, 27) = 19.87, P<0.001] with significant DE exposure/rearing environment interaction [F (1, 27) = 6.93, P<0.05], and for *Sdad1*, two-way ANOVA showed significant main effect for DE exposure [F (1, 27) = 6.05, P<0.05] without a DE exposure/rearing environment interaction.

**Figure 4:**
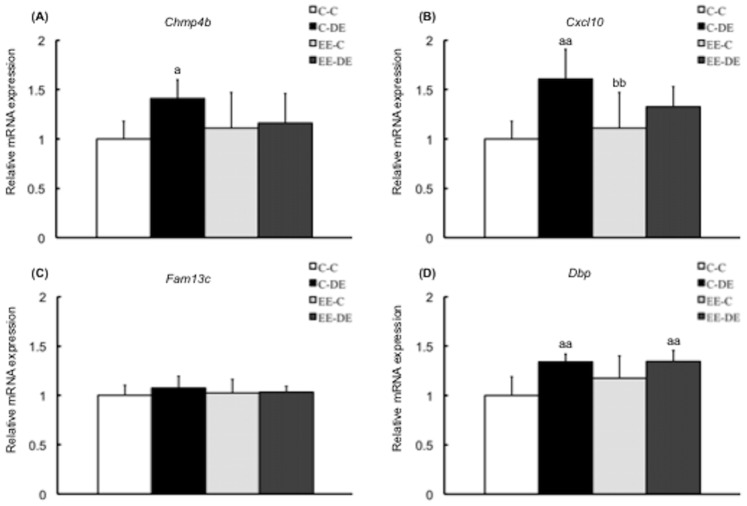
Confirmation of microarray data in cluster A by RT-PCR. Data show mRNA expressions for (A) *Chmp4b*, (B) *Cxcl10*, (C) *Fam13c*, and (D) *Dbp* in the olfactory bulb of mice in each group. *Chmp4b*, *Cxcl10*, and *Dbp*, except for *Fam13c*, of mice reared in a standard cage environment were significantly upregulated by exposure to diesel exhaust. There was no significant effect of exposure to diesel exhaust on gene expressions of mice reared in environmental enrichment. The data are expressed as relative target gene expression compared with *Gapdh* expression. Each column represents the mean ± standard deviation (C-C: n = 7, C-DE: n = 7, EE-C: n = 8, EE-DE: n = 9). Data were analyzed by two-way analysis of variance as described in the Methods section. An analysis of simple effects is as follows: *Chmp4b*: a indicates significant differences (Tukey–Kramer method, ^a^P<0.05, C-C vs. C-DE); *Cxcl10*: a indicates significant differences (Tukey–Kramer method, ^aa^P<0.01, C-C vs. C-DE); b indicates significant differences (Tukey–Kramer method, ^bb^P<0.01, C-DE vs. EE-C); and *Dbp*: a indicates significant differences (Tukey–Kramer method, ^aa^P<0.01, C-C vs. C-DE and C-C vs. EE-DE).

**Figure 5:**
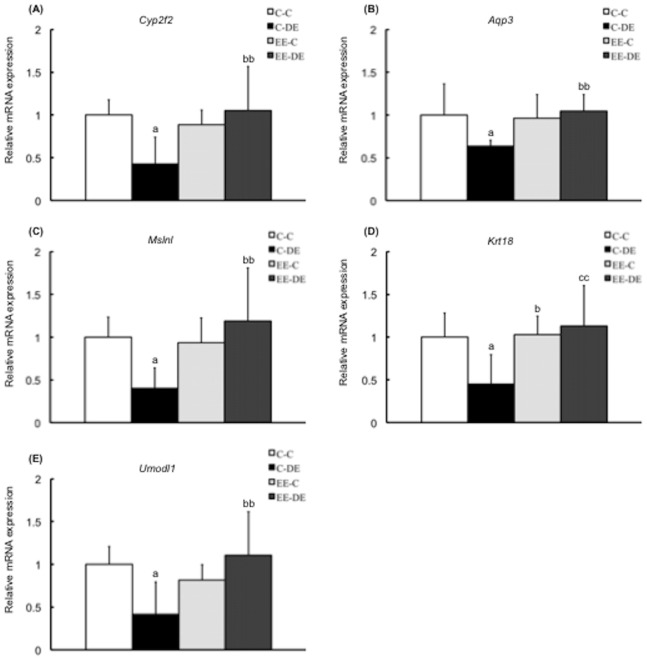
Confirmation of microarray data in cluster B by RT-PCR. Data show mRNA expressions for (A) *Cyp2f2*, (B) *Aqp3*, (C) *Mslnl*, (D) *Krt18*, and (E) *Umodl1* in the olfactory bulb of mice in each group. *Cyp2f2*, *Aqp3*, *Mslnl*, *Krt18*, and *Umodl1* of mice reared in a standard cage environment were significantly downregulated by exposure to diesel exhaust. There was no significant effect of exposure to diesel exhaust on gene expression of mice reared in environmental enrichment. The data are expressed as relative target gene expression compared with *Gapdh* expression. Each column represents the mean ± standard deviation (C-C: n = 7, C-DE: n = 7, EE-C: n = 8, EE-DE: n = 9). Data were analyzed by two-way analysis of variance as described in the Methods section. An analysis of simple effects is as follows: *Cyp2f2*: a indicates significant differences (Tukey-Kramer method, ^a^P<0.05, C-C vs. C-DE); b indicates significant differences (Tukey–Kramer method, ^bb^P<0.01, C-DE vs. EE-DE); *Aqp3*: a indicates significant differences (Tukey–Kramer method, ^a^P<0.05, C-C vs. C-DE); b indicates significant differences (Tukey-Kramer method, ^b^P<0.05, C-DE vs. EE-DE); *Mslnl*: a indicates significant differences (Tukey–Kramer method, ^a^P<0.05, C-C vs. C-DE); b indicates significant differences (Tukey–Kramer method, ^bb^P<0.01, C-DE vs. EE-DE); *Krt18*: a indicates significant differences (Tukey–Kramer method, ^a^P<0.05, C-C vs. C-DE); b indicates significant differences (Tukey-Kramer method, ^b^P<0.05, C-DE vs. EE-C); c indicates significant differences (Tukey–Kramer method, ^cc^P<0.01, C-DE vs. EE-DE); *Umodl1*: a indicates significant differences (Tukey–Kramer method, ^a^P<0.05, C-C vs. C-DE); and b indicates significant differences (Tukey–Kramer method, ^bb^P<0.01, C-DE vs. EE-DE).

**Figure 6:**
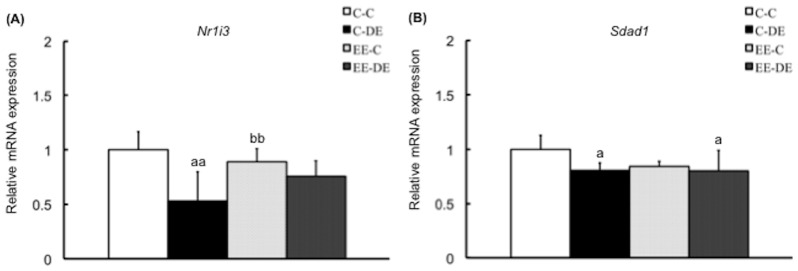
Confirmation of microarray data in cluster C by RT-PCR. Data show mRNA expressions for (A) *Nr1i3*, and (B) *Sdad1* in the olfactory bulb of mice in each group. *Nr1i3* and *Sdad1* of the olfactory bulb of mice reared in a standard cage environment were significantly downregulated by exposure to diesel exhaust. There was no significant effect of exposure to diesel exhaust on gene expressions of mice reared in environmental enrichment. The data are expressed as relative target gene expression compared with *Gapdh* expression. Each column represents the mean ± standard deviation (C-C: n = 7, C-DE: n = 7, EE-C: n = 8, EE-DE: n = 9). Data were analyzed by two-way analysis of variance as described in the Methods section. An analysis of simple effects is as follows: *Nr1i3*: a indicates significant differences (Tukey–Kramer method, ^aa^P<0.01, C-C vs. C-DE); b indicates significant differences (Tukey–Kramer method, ^bb^P<0.01, C-DE vs. EE-C); and *Sdad1*: a indicates significant differences (Tukey–Kramer method, ^a^P<0.05, C-C vs. C-DE and C-C vs. EE-DE).

### Functional Classification of Microarray Data

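The gene annotations needed to recompute an enrichment are not among the deposited data, so the genes of the reported categories were read on the arrays one by one. Table 2 names 14 distinct genes in 8 categories, and each had a matched probe. For 11 of them the probe changed at least 1.5-fold in 1 or more of C-DE/C-C, EE-DE/EE-C and EE-DE/C-C. S100a8 was the 1 gene that did so in all 4 pairings of arrays of a comparison. Several categories share genes, and Cxcl10 is in 5 of the 8.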

Functional analysis using GO revealed that 112 genes (on the 116 spots) were enriched in nine potentially important categories with both a high enrichment factor (≥5) and statistical significance (P<0.05). The largest group of the functional categories was those related to immune and inflammation modulation. In particular, “inflammatory response” and “innate immune response” were included in the largest number of dysregulated genes (five genes), together with “immune response” (four genes), “chemotaxis” (three genes), and “chemokine activity” (two genes). 

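The 7 categories of Table 2 other than smell name 11 genes, of which 8 changed at least 1.5-fold in a comparison. In C-DE/C-C, 8 of the 11 were higher, 2 of them by at least 1.5-fold. Cxcl10 (NM_021274), measured by a probe on chromosome 5 from 92775781 to 92775840, had a level of −1.49. Its log2 fold change was 0.74 in C-DE/C-C (0.31 to 1.17) and 0.19 in EE-DE/EE-C (−0.10 to 0.47). It was also higher in EE-DE/C-C, by 0.59 (0.25 to 0.93), and between the unexposed pools in EE-C/C-C, by 0.40 (0.30 to 0.51). Ccl12 (NM_011331, chromosome 11) changed by 0.52 in C-DE/C-C (0.04 to 1.00).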

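Among the genes of the inflammatory and innate immune categories, S100a8 (NM_013650, chromosome 3) was lower in C-DE/C-C, at −0.89 (−1.16 to −0.62). In EE-DE/EE-C it changed by −0.26, within a range of −1.30 to 0.77 over the pairings. S100a9, another neutrophil gene, which Table S1 does not list, changed by −0.88 in C-DE/C-C. The Camk4 probe taken for Table S1 (NM_009793, chromosome 18) changed by 0.53 in C-DE/C-C (0.02 to 1.04), while its other probes, both with a higher signal, changed by 0.00 and −0.04. Of the Tlr7 probes (NM_133211, chromosome X), the brighter changed by −0.56 in EE-DE/EE-C (−0.94 to −0.18) and the dimmer by 0.01 (−0.34 to 0.35). Bcap31 (NM_012060, chromosome X) changed by 0.78 in EE-DE/EE-C, but its spot lay in the corner where the first EE-C array read low, and against the second EE-C array alone the change was 0.11.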

Other interesting categories were “defense response to virus” (five genes), “response to virus” (three genes), and “sensory perception of smell” (three genes) (Table 2). 

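The genes for the perception of smell differed in their pattern. Ugt2a1 (NM_053184, chromosome 5) changed by −1.20 in C-DE/C-C (−1.90 to −0.50) and by 0.58 in EE-DE/EE-C (−0.64 to 1.81). Cnga4 (NM_001033317, chromosome 7) changed by −0.95 in C-DE/C-C (−1.39 to −0.51) and by 0.72 in EE-DE/EE-C (0.03 to 1.41). Olfr1500 (NM_001011831, chromosome 19) was lower in EE-DE/C-C, at −0.63 (−0.96 to −0.31), and about as much lower in the unexposed EE-C/C-C, at −0.65 (−1.10 to −0.21). Each of the 5 genes in the category of defense against virus but Tlr7 was past 1.5-fold in at least 1 comparison.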

Six pathways were also identified from the 112 genes data (Table 3). Biological pathway analysis incriminated related pathways, which were modulated by DE exposure. Several immune-related pathways, including “RIG-I-like receptor signaling pathway”, “Toll-like receptor signaling pathway”, “Chemokine receptors bind chemokines”, “Interferon alpha beta signaling”, “Toll pathway”, and “IL4 pathway” were significantly overrepresented. 

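Table 3 names 7 genes in its 6 pathways, and for 4 of them the probe taken for Table S1 changed at least 1.5-fold. The largest change of Isg15 (NM_015783, chromosome 4) was 0.69 in C-DE/C-C (0.20 to 1.18), at a probe with a level of −2.05. A brighter Isg15 probe, with a level of 1.76, changed by 0.49 (0.08 to 0.91). Elk1 (NM_007922, chromosome X) passed 1.5-fold at a probe with a level of −2.47, which changed by −0.62 in C-DE/C-C (−1.42 to 0.19) and by 0.03 without the second C-C array. Another Elk1 probe, with a level of 8.85, changed by −0.15. Irs1 (NM_010570, chromosome 1), the gene of the IL4 pathway, changed by −0.58 in EE-DE/EE-C (−1.06 to −0.10) at its dim probe and by −0.05 at its bright one.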

The results of the GO analysis showed that the genes in clusters A, B and C were enriched in eight (Table 4), three (Table 5) and one (Table 6) potentially important categories, respectively. 

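The categories of Table 4 rest on 8 genes of cluster A, and 6 of these changed at least 1.5-fold in a comparison, none of them in all 4 pairings of its arrays. Their median log2 fold change was 0.52 in C-DE/C-C and 0.28 in EE-DE/EE-C. Of the 6 genes behind the cluster B categories of Table 5, all were lower by at least 1.5-fold in C-DE/C-C and 5 were higher in EE-DE/EE-C. The cluster C category of Table 6 rests on 2 genes.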

Six genes in cluster A, three genes in cluster B, and 15 genes in cluster C were not annotated to any GO.

**Table 2:** Functional analysis of microarray data using Gene Ontology (GO).

GO		Nf	P value	Enrichment factor	GenBank Accession	Gene symbol
ID	Term					
GO:0051607	defense response to virus	62	<0.001	11.41	NM_021274	Cxcl10
					NM_010501	Ifit3
					NM_011854	Oasl2
					NM_133211	Tlr7
					NM_015783	Isg15
GO:0006954	inflammatory response	94	<0.001	7.52	NM_009793	Camk4
					NM_021274	Cxcl10
					NM_013650	S100a8
					NM_011331	Ccl12
					NM_133211	Tlr7
GO:0045087	innate immune response	97	<0.001	7.29	NM_010501	Ifit3
					NM_013650	S100a8
					NM_011854	Oasl2
					NM_001170333	Clec4a2
					NM_133211	Tlr7
GO:0006955	immune response	62	<0.001	9.13	NM_021274	Cxcl10
					NM_011331	Ccl12
					NM_011854	Oasl2
					NM_012060	Bcap31
GO:0006935	chemotaxis	41	<0.01	10.35	NM_021274	Cxcl10
					NM_013650	S100a8
					NM_011331	Ccl12
GO:0009615	response to virus	32	<0.01	13.26	NM_010501	Ifit3
					NM_011854	Oasl2
					NM_029803	Ifi27l2a
GO:0007608	sensory perception of smell	31	<0.01	13.69	NM_053184	Ugt2a1
					NM_001033317	Cnga4
					NM_001011831	Olfr1500
GO:0008009	chemokine activity	14	<0.01	20.21	NM_021274	Cxcl10
					NM_011331	Ccl12

**Table 3:** Summary of gene set enrichment analysis.

Pathway	Nf	P value	Enrichment factor	GenBank Accession	Gene symbol
RIG I LIKE RECEPTOR SIGNALING PATHWAY (KEGG)	38	<0.05	8.37	NM_021274	Cxcl10
				NM_015783	Isg15
TOLL LIKE RECEPTOR SIGNALING PATHWAY (KEGG)	49	<0.05	6.49	NM_021274	Cxcl10
				NM_133211	Tlr7
CHEMOKINE RECEPTORS BIND CHEMOKINES (REACTOME)	14	<0.01	22.72	NM_021274	Cxcl10
				NM_011331	Ccl12
INTERFERON ALPHA BETA SIGNALING (REACTOME)	39	<0.05	8.16	NM_010501	Ifit3
				NM_015783	Isg15
TOLL PATHWAY (BIOCARTA)	26	<0.05	12.23	NM_007922	Elk1
				NM_133211	Tlr7
IL4 PATHWAY (BIOCARTA)	7	<0.05	22.72	NM_010570	Irs1

Gene set enrichment analysis of the microarray results for diesel exhaust exposure vs. control identified gene sets correlated with inflammatory and immune systems. *Cxcl10* expression by microarray was confirmed by quantitative RT-PCR.

**Table 4:** Functional analysis of cluster A using Gene Ontology (GO).

GO		Nf	P value	Enrichment factor	GenBank Accession	Gene symbol
ID	Term					
GO:0051607	defense response to virus	62	<0.001	21.21	NM_021274	Cxcl10
					NM_010501	Ifit3
					NM_011854	Oasl2
					NM_015783	Isg15
GO:0006955	immune response	62	<0.001	21.21	NM_021274	Cxcl10
					NM_011331	Ccl12
					NM_011854	Oasl2
					NM_012060	Bcap31
GO:0009615	response to virus	32	<0.001	30.82	NM_010501	Ifit3
					NM_011854	Oasl2
					NM_029803	Ifi27l2a
GO:0006954	inflammatory response	94	<0.01	10.49	NM_009793	Camk4
					NM_021274	Cxcl10
					NM_011331	Ccl12
GO:0008009	chemokine activity	14	<0.001	46.97	NM_021274	Cxcl10
					NM_011331	Ccl12
GO:0006935	chemotaxis	41	<0.01	16.04	NM_021274	Cxcl10
					NM_011331	Ccl12
GO:0005125	cytokine activity	58	<0.05	11.34	NM_021274	Cxcl10
					NM_011331	Ccl12
GO:0045087	innate immune response	97	<0.05	6.78	NM_010501	Ifit3
					NM_011854	Oasl2

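Besides Cxcl10, the cluster A genes with immune annotation include Ifit3 (NM_010501, chromosome 19), which changed by 0.56 in C-DE/C-C (0.26 to 0.87) and by 0.28 in EE-DE/EE-C (0.08 to 0.49). In EE-DE/C-C it rose by 0.76, and in the unexposed EE-C/C-C by 0.48 (0.43 to 0.53). Oasl2 (NM_011854, chromosome 5) changed by 0.48 in C-DE/C-C (0.16 to 0.79) and by 0.61 in EE-DE/C-C (0.31 to 0.91). Ifi27l2a (NM_029803, chromosome 12) changed by 0.30 in C-DE/C-C (−0.00 to 0.61) and by 0.64 in EE-DE/C-C. For these genes the arrays of C-DE lay farther apart than those of C-C.

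**Figure D3:**
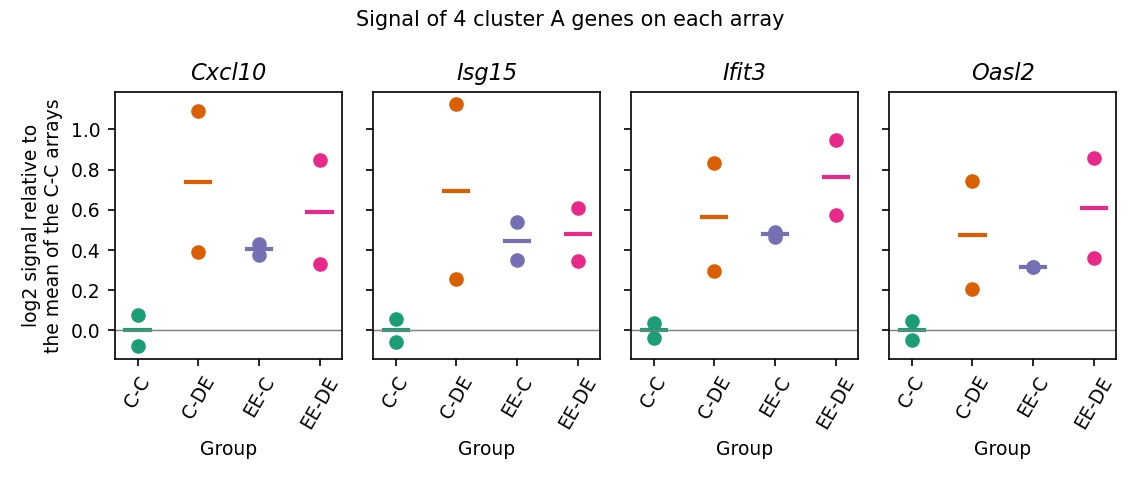
Log2 signal of Cxcl10, Isg15, Ifit3 and Oasl2 on each array relative to the mean of the C-C arrays (vertical axis), by group, at the probe taken for Table S1. Points are arrays and lines are means of 2 arrays. The Cxcl10 points of C-DE lie at 0.39 and 1.09, and both EE-C points of every gene lie above both C-C points.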

The results of the gene annotation of cluster A using GO identified gene sets correlated with inflammatory and immune systems. *Cxcl10* expression by microarray was confirmed by quantitative RT-PCR.

**Table 5:** Functional analysis of cluster B using Gene Ontology (GO).

GO		Nf	P value	Enrichment factor	GenBank Accession	Gene symbol
ID	Term					
GO:0005576	extracellular region	625	<0.001	6.95	NM_001037939	Bglap
					NM_001032298	Bglap2
					NM_013650	S100a8
					NM_177465	Umodl1
					NM_021564	Fetub
GO:0005615	extracellular space	335	<0.001	12.97	NM_001102405	Acp5
					NM_001032298	Bglap2
					NM_013650	S100a8
					NM_177465	Umodl1
					NM_021564	Fetub
GO:0005509	calcium ion binding	343	<0.001	10.13	NM_001037939	Bglap
					NM_001032298	Bglap2
					NM_013650	S100a8
					NM_177465	Umodl1

The results of the gene annotation of cluster B using GO identified gene sets correlated with abovementioned GO terms. 

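Bglap (NM_001037939) and Bglap2 (NM_001032298), neighbours on chromosome 3, changed by −0.62 (−1.75 to 0.52) and −0.67 (−1.79 to 0.45) in C-DE/C-C. Without the first C-DE array the Bglap2 change was 0.00. Fetub (NM_021564, chromosome 16) changed by −0.68 in C-DE/C-C (−1.05 to −0.31) and by 0.56 in EE-DE/EE-C (−0.03 to 1.15). Umodl1 and S100a8 were the 2 genes of Table 5 that passed 1.5-fold in all 4 pairings of C-DE/C-C.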

*Umodl1* expression by microarray was confirmed by quantitative RT-PCR.

**Table 6:** Functional analysis of cluster C using Gene Ontology (GO).

GO		Nf	P value	Enrichment factor	GenBank Accession	Gene symbol
ID	Term					
GO:0045087	innate immune response	97	<0.05	7.84	NM_001170333	Clec4a2
					NM_133211	Tlr7

The results of the gene annotation of cluster C using GO identified gene sets correlated with inflammatory and immune systems.

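Clec4a2 (NM_001170333, chromosome 6) was lower in EE-DE/C-C, at −0.67 (−0.96 to −0.37), and changed by −0.33 in C-DE/C-C (−0.75 to 0.09). The other gene of Table 6, Tlr7, stayed under 1.5-fold in EE-DE/C-C, at −0.36 (−0.47 to −0.26).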

## Discussion

There is increasing evidence that DE inhalation may result in neurotoxicity [13], [14], [34], but the effect of a low concentration of subacute DE exposure on the central nervous system is poorly understood. 

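Of the 125 probes that changed in C-DE/C-C, 23 did so in each of the 4 pairings of arrays, 2 higher and 21 lower, against 3 and 11 in the contrasts in which the pools cancel. The largest falls among them were those of Cyp2g1 (NM_013809, chromosome 7) at −1.59, Pom121l2 (NM_001162928, chromosome 13) at −1.57, Sec14l3 (NM_001029937, chromosome 11) at −1.48 and Krt8 (AK166854, chromosome 15) at −1.40. The 2 rises were Chmp4b (NM_029362, chromosome 2) at 0.80 (0.68 to 0.92) and Cbx7 (AK045714, chromosome 15) at 0.71. The Cbx7 probe was dim, with a level of −4.04. Chmp4b has other probes that changed by 0.18 and 0.08. Of the 23 probes, 9 are in Table S1.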

The present study provides experimental evidence that 28-day DE exposure at an environmental concentration dysregulated gene expression in the olfactory bulb of mice reared in a standard cage environment. In addition, we demonstrated that environmental enrichment during the perinatal period reversed the results of gene expression in the olfactory bulb induced by DE inhalation. 

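In EE-DE/EE-C, 18 probes changed in all 4 pairings of arrays, 4 higher and 14 lower, against 12 and 6 in its cancelling contrasts, and 1 of the 18 is in Table S1. Of all probes changed at least 1.5-fold in C-DE/C-C and in EE-DE/EE-C, 20 went opposite ways and 18 the same way. The largest falls in all pairings of EE-DE/EE-C were those of Bpifa6 (NM_001080811, chromosome 2) at −2.95 and BC048679 (NM_001193274, chromosome 7) at −2.93. In C-DE/C-C these changed by −1.15 (−3.11 to 0.80) and −1.05 (−2.86 to 0.76), and without the second C-DE array by 0.19 and 0.29. Bhlha9 (NM_177182, chromosome 11) was lower in both, at −0.83 in C-DE/C-C and −1.56 in EE-DE/EE-C. Pom121l2 was also lower in EE-DE/EE-C, at −1.15 (−1.37 to −0.94), and Rhox3a (NM_194063, chromosome X) at −1.10 (−1.54 to −0.66). The 2 named rises were Trim43b (NM_001170884, chromosome 9) at 1.40 (0.81 to 1.99) and Rxfp3 (NM_178717, chromosome 15) at 0.74 (0.60 to 0.89). Both probes were dim, with levels of −4.41 and −4.73. The lowest passing signal was 27.4 intensity units on the first EE-DE array, against 12.1 and 12.9 on the EE-C arrays. Among such dim probes, the filter can favour those that read high on that EE-DE array. Whether the change with exposure differs between the rearing environments could not be tested on the arrays, because each group is a single pool.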

The results of the present study indicate for the first time that the effect of DE exposure on gene expression patterns was influenced by rearing environment during the perinatal period.

First, we characterized particle size distribution and mass concentration of DEP. We produced a mass concentration of DEP at 90 µg/m^3^, which is environmentally relevant. This approach using a DE inhalation chamber is more relevant to human exposure scenarios than other methods of exposure, such as nasal drop, oral or intratracheal DEP administration. There is an emerging concern about the effects of suspended PM in air pollutants mainly derived from DEP [6]. Numerous urban areas in the world demonstrate PM concentrations of 200 to 600 µg/m^3^ in annual averages and frequently exceeding a peak concentration of 1,000 µg/m^3^ [35]. Under the worst conditions in the United States and assuming a ventilation rate of 6 L/minute (8.6 m^3^/day) for a healthy adult at rest, the total amount of PM exposure would be 4,600 µg. This would correspond to approximately 40 µg/day of PM exposure for a mouse with a ventilation rate of 35–50 mL/minute [36]. The DE exposure in this study was approximately 2.2 µg/day. In the present study, the DE exposure condition for DEP mass concentration and exposure time was designed to be lower than comparative recent experimental studies on the effect of inhalation exposure to DE on the central nervous system [13], [14], [37], [38], [39], [40].

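Of the 76 matched spots of Table S1, 62 changed at least 1.5-fold in C-DE/C-C, EE-DE/EE-C or EE-DE/C-C, and 11 did so in all 4 pairings of arrays. With linear signals averaged over the duplicates, 74 changed. The count was 37 with background taken off by the normexp method. When 1 array was left out, 41 of the 62 no longer passed in at least 1 case. Leaving out the first EE-DE array lost 17 of them, the most for a single array, and leaving out the first C-C array lost 12.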

Our microarray data showed that exposure to a low concentration of DE changed expression of 112 genes in the olfactory bulb of mice (Table S1). Moreover, quantitative RT-PCR analysis confirmed 10 genes from the microarray data. The results suggested that two replicates of the pooled sample detected unreliable data with relatively low signal intensity and improved measurement precision. It was reported that fold change analysis alone is an unreliable indicator [41], [42]. 

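The passing probes were sorted by signal into 10 classes of equal size, with 2191 probes in the lowest and in the highest. In the lowest class, the SD between duplicates was 0.201 (log2) for C-C, 0.197 for C-DE, 0.264 for EE-C and 0.283 for EE-DE. Duplicates lay at least 1.5-fold apart there for 83, 79, 166 and 166 probes, in the same order of groups. In the highest class the SD was 0.0649, 0.0609, 0.117 and 0.0513, and 3, 6, 12 and 2 probes lay apart. Among the brighter 75% of the passing spots, 33 probes changed in C-DE/C-C, 80 in EE-DE/EE-C and 41 in EE-DE/C-C.

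**Figure D4:**
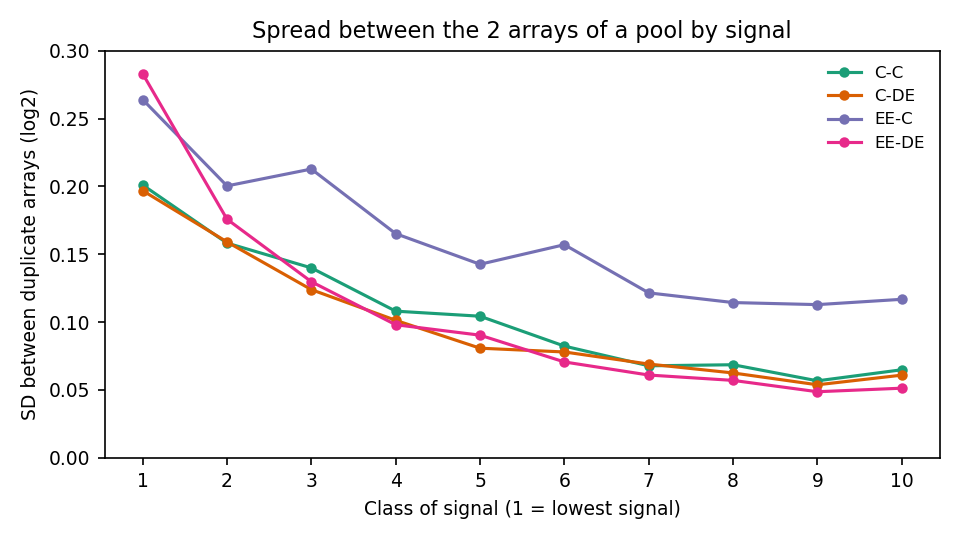
SD between the 2 arrays of each pool (vertical axis, log2) for each of 10 classes of signal (horizontal axis, 1 is the lowest signal). Each line is a group. The SD falls from 0.283 to 0.0513 between the lowest and the highest class of EE-DE, and EE-C stays above the other groups at high signal.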

Several publications have made specific recommendations on the number of replicates required to detect dysregulated genes based on fold change criteria [43], [44]. 

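In simulated data with normal noise, its SD set for each class of signal from the C-C and C-DE arrays, 200 probes were given a log2 change of 1 among 21902. The mean of 2 arrays per pool recovered all 200, none with the wrong sign, with 11 false calls at 1.5-fold. A change of 1 lies well past the threshold of 0.585. Smaller changes of single probes were not planted, so their recovery is not known. Asking for 1.5-fold in all 4 pairings recovered 191 with 1 false call. The simulated contrast in which the pools cancel gave 10 probes, fewer than such contrasts of the real arrays, so false calls are more numerous on the real arrays than in this simulation. Variation between mice was not simulated, since pooled arrays do not carry it.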

The major advantage of this approach was that averaging across replicates increased the precision of gene expression measurements and allowed smaller changes to be detected. In fact, in the present study, the quantitative RT-PCR analysis results supported the accuracy of the microarray data.

Second, we investigated by cDNA microarray how rearing environment during the perinatal period altered the effects of DE exposure on gene expression in the olfactory bulb. GO and pathway analysis were conducted to obtain biological and functional analysis from the microarray data. 

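Outside the genes that Table S1 lists, 18 genes of a set of interferon response genes were measured. Their median log2 fold change was 0.29 in C-DE/C-C (0.06 to 0.50 over the pairings), with 16 of 18 higher. In EE-DE/EE-C it was 0.11 (−0.07 to 0.35), with 17 of 18 higher. Of 10000 random lists of the same size and expression, none had a median as high in C-DE/C-C, as a description of these pools. In the unexposed EE-C/C-C the median was 0.19, with 15 of 18 higher. Duplicate arrays of a pool were as extreme. The full list of 25 genes differed by −0.35 between the C-DE arrays and by 0.34 between the EE-DE arrays, both beyond all random lists. The random lists therefore cannot tell a difference between pools from one between duplicates.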

GO terms and pathways related to immune and inflammation responses were largely extracted from the data of 112 genes. These results suggested that a low concentration exposure to DE affected the expression of genes involved in immune and inflammatory responses in the olfactory bulb. These results are consistent with data from previous studies indicating that DE and DEP triggered oxidative stress and inflammation in brain tissue [12], [13], [14], [45].

To further investigate the biological and functional meanings of microarray data, we conducted hierarchical clustering to classify gene expression patterns in each group. The gene expression patterns in cluster A and cluster C were upregulated and downregulated in either C-DE/C-C or EE-DE/EE-C comparisons, respectively. In addition, quantitative RT-PCR analysis revealed a main effect of exposure to DE on the expression of genes in cluster A and cluster C without a DE exposure/environmental enrichment interaction. These results suggested that changes in the gene expression pattern in cluster A and cluster C could be attributed to the effect of DE exposure. 

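Beyond the immune genes, Fam13c of cluster A (NM_024244, chromosome 10) changed by 0.54 in C-DE/C-C (0.42 to 0.66) and by 0.19 in EE-DE/EE-C (0.14 to 0.24), and a second Fam13c probe by 0.05 and 0.07. The Dbp probe taken for Table S1 (NM_016974, chromosome 7), in cluster A, changed by 0.18 in C-DE/C-C (0.13 to 0.23), by 0.01 in EE-DE/EE-C (−0.07 to 0.09) and by 0.63 (0.61 to 0.65) in the unexposed EE-C/C-C. A second Dbp probe changed by 0.01, −0.16 and 0.70 in the same comparisons. In cluster C, Nr1i3 (NM_009803, chromosome 1) changed by −0.97 in C-DE/C-C (−1.24 to −0.70) and by −0.15 in EE-DE/EE-C (−0.70 to 0.39). Its change in EE-C/C-C was −0.96 (−1.36 to −0.56). Vax2 (NM_011912, chromosome 6) changed by −0.68 in C-DE/C-C (−1.01 to −0.35) and by −0.50 in EE-DE/EE-C (−0.92 to −0.08).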

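Of the 8 categories in Table 4, Cxcl10 is named in 6. All 8 genes of that table were higher in C-DE/C-C, 2 of them by at least 1.5-fold, and all 8 were higher in EE-DE/EE-C, 1 of them by at least 1.5-fold. The 1 gene past it in EE-DE/EE-C was Bcap31, whose spot lies in the low-reading corner of an EE-C array. In EE-DE/C-C, 4 of the 8 passed 1.5-fold.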

We also demonstrated that functional analysis of cluster A using gene annotation with GO obtained a higher enrichment factor of each category involved in immune/inflammatory responses and response to virus than that of all dysregulated genes. This observation suggested that cluster A functionalized categories related to immune/inflammatory responses and response to virus compared with the genes dysregulated by DE exposure. In contrast, a subset of genes in cluster B exhibited a different expression change between C-DE/C-C and EE-DE/EE-C comparisons. In addition, quantitative RT-PCR analysis revealed a main effect of rearing environment on gene expression in cluster B with a significant DE exposure/rearing environment interaction. These results suggested that cluster B could be associated with an interaction between early rearing environment and DE exposure. 

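Umodl1 (NM_177465), measured on chromosome 17 from 31147589 to 31147648, changed by −1.31 in C-DE/C-C (−1.88 to −0.75) and by 1.07 in EE-DE/EE-C (0.10 to 2.05). Mslnl (NM_177822, chromosome 17) changed by −1.12 (−1.53 to −0.72) and 0.97 (0.08 to 1.85) in the same comparisons. For Krt18 (NM_010664, chromosome 15) the changes were −1.25 (−1.79 to −0.71) and 0.79 (−0.03 to 1.61). Cyp2f2 (NM_007817, chromosome 7) changed by −1.08 and 0.74, and Aqp3 (NM_016689, chromosome 4) by −1.21 and 0.64. The rises of Cyp2f2 and Aqp3 in EE-DE/EE-C had ranges of −0.30 to 1.78 and −0.44 to 1.72, so they were within the spread between duplicate arrays. Nasal mucosa genes that are not in Table S1 were also lower in C-DE/C-C, with a median of −1.03 over 7 supporting cell and gland genes, and in EE-DE/EE-C their median was 0.15 (−0.20 to 1.48). How many of these genes the bulb itself expresses is not known, and the paper does not discuss them. The paper proposes that cluster B could be associated with an interaction between early rearing and exposure.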

Cluster B contained categories that did not include genes to immune and inflammatory responses. These results suggested that cluster B might enrich some new functional outputs by both early rearing environment and DE exposure. Therefore, the present study suggested that categorizing patterns of gene expression could identify multiple factors contributing to changes in gene expression patterns. In addition, 15 genes, such as *Sdad1*, were not annotated to any GO in cluster C. Hierarchical cluster analysis categorized actual gene expression patterns, which could be used to infer functional roles for unknown genes in cluster C. However, it is notable that cluster analysis does not give absolute answers, although there are data-mining techniques that allow relationships in the data to be explored. 

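The Sdad1 probe taken for Table S1 (NM_172713), on chromosome 5 from 92727219 to 92727278, changed by −1.14 in C-DE/C-C (−1.54 to −0.75) and by −0.34 in EE-DE/EE-C (−0.61 to −0.08). It was also lower in the unexposed EE-C/C-C, at −0.75 (−1.24 to −0.25). A brighter Sdad1 probe, from 92713133 to 92713192, changed by −0.11 in C-DE/C-C (−0.14 to −0.07). Pinx1 (NM_028228, chromosome 14), another gene of cluster C, changed by −0.67 in C-DE/C-C (−0.98 to −0.36) and by −0.70 in EE-C/C-C (−0.94 to −0.45).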

Further investigation will be needed to investigate a function and localization *in situ* of genes that were not annotated to any GO.

Finally, quantitative RT-PCR analysis revealed that DE exposure dysregulated gene expression levels in the olfactory bulb of mice reared in a standard cage environment, whereas no difference between control and DE-exposed mice reared in conditions of environmental enrichment was detected (Figures 4, 5, 6). These results suggested that early rearing environment might influence the effects of DE exposure. Early rearing environment, in particular, mother-infant interaction is essential for brain development. The medial preoptic area of the hypothalamus is a critical region for the expression of maternal behavior in rodents, and neurons in the medial preoptic area are active during maternal behavior as demonstrated by immunohistochemical analysis of FosB [46], [47]. Expression of FosB in the medial preoptic area of dams has been shown to be necessary for nurturing [48], [49]. The present study showed that expression levels of FosB in the medial preoptic area of dams reared in environmental enrichment significantly decreased compared with that of dams reared in a standard cage environment at weaning (Figure S2A−D). In addition, the present study also showed that pups reared in environmental enrichment during the perinatal period accelerated eye opening (Figure S3A) and increased feeding at postnatal days 21–25 (Figure S3B), suggesting that early environmental enrichment could promote pup development because of possible changes in the interactions between mother and pups, which was consistent with results from a previous study [50]. Perinatal environmental stress can have persistent effects on the mother, which may influence maternal behavior. In rodents, repeated daily restraint, lack of environmental enrichment, during the perinatal period decreased maternal care to the pups [51]. Because adoption reverses the negative effects of perinatal stress on hypothalamic-pituitary-adrenal axis function, it was hypothesized that disturbance of the mother-infant interaction may cause stress on the offspring and contribute to the long-term effects of perinatal stress. Similar mechanisms are suspected for the immune alterations observed in perinatally stressed animals [52]. Mother–infant interactions were also regulated by the olfactory system [53]. It has been reported that early environmental stress affected the magnitude of maternal behavior and nest odor preference modulated by the olfactory bulb in pups [54]. Aggressive behavior and olfactory bulb structure were altered by the laboratory cage environment [55]. Dysfunction of the olfactory bulb leads to numerous immune changes, such as reduced neutrophil phagocytosis, lymphocyte mitogenesis, lymphocyte number and negative acute phase proteins, increased leukocyte adhesiveness/aggregation, monocyte phagocytosis, neutrophil number and positive acute phase proteins [56]. It has been reported that activation of the inflammatory system in olfactory dysfunction changes immune response to further immune challenges [57]. However, little is known whether early rearing environment exacerbates the effects of exposure to DE on the central nervous system. Critical developmental windows of vulnerability of the immune system to environmental programming are presently unknown, but the present study showed that effects of exposure to DE on gene expression involved in the immune system in the olfactory bulb were dependent on the rearing environment.

Previous studies have reported the early environmental origins of neurodegenerative disease in later life [58]. Mice housed in a standard laboratory cage setting exhibited higher rates of stereotypical behaviors at early development [15] than those of mice in environmental enrichment conditions [17]. These findings suggest the importance of environmental factors, such as rearing environment during the perinatal period in investigational neurotoxicology studies. We focused on the olfactory bulb because the olfactory bulb is important for the maintenance of psychiatric illnesses, such as depression [57]. The present study showed for the first time that rearing environment during the perinatal period influenced the effects of DE exposure on the olfactory bulb. The International Agency for Research on Cancer concluded that DE is carcinogenic to humans (Group 1) in 2012, although recently DEP concentrations in the environment have been significantly decreased. However, there is little evidence of the effects of exposure to DE at environmental concentrations on the central nervous system. We have just begun to observe the effect of low concentrations of DE on the central nervous system. Our findings suggest that the influence on the developing brain of housing environment, such as environmental enrichment in early life, might be an important contributor to the effects of previously unidentified toxic environmental agents, such as DE.

In conclusion, our study demonstrates that DE-induced dysregulated genes of the olfactory bulb were influenced by early housing environment. 

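For the 11 genes of the immune and inflammatory categories in Table 2, the median log2 fold change was 0.48 in C-DE/C-C and 0.19 in EE-DE/EE-C. In EE-DE/EE-C, 8 of the 11 were higher and 3 lower, and 1 was higher by at least 1.5-fold. Whether these medians differ between the rearing environments could not be tested with 1 pool per group. The exposed and enriched pool was compared with C-C as well, and there the median was 0.48. Of the 11 genes, 7 were higher in EE-DE/C-C, 4 of them by at least 1.5-fold, and 4 were lower, 1 of them by at least 1.5-fold.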

We reported that 28-day DE exposure affected immune and inflammatory responses when reared in a standard cage environment during the perinatal period, but not when reared in environmental enrichment during this same period. These results provide novel insights regarding housing environment for the evaluation of health effects of DE. Further investigation is required to investigate the precise mechanisms of immune response and histological analyses of environmental concentrations of DE on olfactory bulb of mice reared in different housing environments.

## Supporting Information

Figure S1 Body weight. There was no difference in body weight between mice in control and environmental enrichment groups (Unpaired *t*-test). The data are expressed as a mean of the value of body weight in the control dam and environmental enrichment dam at (A) gestational day 14 (n = 9) and (B) weaning (n = 9). The data are expressed as a mean of the value of body weight (C) in control pups and environmental enrichment pups at postnatal (P) days 10 and 26 (n = 10). (D) The data are expressed as a mean of the value of the changed body weight in male offspring by 28-day diesel exhaust inhalation (C-C: n = 7, C-DE: n = 7, EE-C: n = 8, EE-DE: n = 9). Each column represents the mean ± standard deviation.
(TIFF) Click here for additional data file.

Figure S2 Data by immunohistochemical analysis show FosB expression in the medial preoptic area of the hypothalamus of dam at weaning. Images show a representation of the immunostaining procedure that labeled FosB as black [(A) Control, (B) Environmental enrichment]. Scale bar = 100 µm. (C) Mean (± standard deviation) numbers of FosB-positive cells in the medial preoptic area of the hypothalamus: flesh color indicated in (D) of control and environmental enrichment dam (n = 3). Environmental enrichment decreased FosB-positive cells in the medial preoptic area of the hypothalamus (Unpaired *t*-test, **P<0.01).
(TIFF) Click here for additional data file.

Figure S3 Effect of environmental enrichment during the perinatal period on pup development. (A) Environmental enrichment during the perinatal period increased food intake. A dam and her pups (n = 7–9 per cage) in a home cage were considered to be one cage (N = 1). The graph shows the mean food intake of white circles (control cage; N = 8) and black squares (environmental enrichment cage; N = 9) for each age. On postnatal (P) days 21–25, environmental enrichment increased food intake (Tukey–Kramer method, **P<0.01.). Values are mean ± standard deviation. (B) Precocious eye opening in environmentally enriched mice. The percentage of postnatal (P) day 13 (white column) and P 14 (black column) pups that opened their eyes in the indicated cages is shown.
(TIFF) Click here for additional data file.

Figure S4 Effect of exposure to diesel exhaust on lung tissue. Images show a representation of histology of lung by exposure to clean air [(A): C-C, (C): EE-C] or diesel exhaust [(B): C-DE, (D): EE-DE]. Scale bar = 20 µm. (B, D) Macrophages that phagocytized diesel exhaust particles were observed in the bronchiolar lumen of mice (arrow). However, there was no difference in pathological findings among groups.
(TIFF) Click here for additional data file.

Table S1 List of significantly expressed genes.
(DOC) Click here for additional data file.

# Supplementary material for: Gene Expression Changes in the Olfactory Bulb of Mice Induced by Exposure to Diesel Exhaust Are Dependent on Animal Rearing Environment
**Source:** PLoS One. 2013 Aug 5;8(8):e70145. doi: 10.1371/journal.pone.0070145
**Supplement:** Table S1 — List of significantly expressed genes.

Table S1. List of significantly expressed genes.

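Table S1 gives the accession, the description and the symbol behind each spot, in the order of the heat map, and no fold change. For 18 of the 62 matched spots that passed 1.5-fold in the deposited data, another passing probe of the same gene was on the array. The other probe moved the same way for 15 of these and was itself past 1.5-fold for 4. These 4 are the Cbr2 and Xlr3b spots, whose other probe is itself a spot of Table S1. No probe from outside Table S1 passed 1.5-fold in the comparison where the listed probe changed most. Matching the unmatched accessions through the array's further accessions, a step chosen after seeing the data, added 8 spots and gave 68 past 1.5-fold of 84.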

How the deposited data were processed for this re-analysis (not part of the article)

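Gene expression was measured in the olfactory bulb of mice reared in standard cages or with environmental enrichment and exposed to clean air or diesel exhaust. According to the methods, RNA of 7 C-C, 7 C-DE, 8 EE-C and 9 EE-DE mice was pooled by group, and each pool was divided over 2 arrays. The labels of the deposited samples name the group and the array, and all 8 arrays could be assigned from them.

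The intensity values were deposited by the authors as written by the scanner's Feature Extraction software, which had subtracted the local background and removed spatial trends within each array, per the file headers. They were not scaled between arrays. The log2 values of the deposited series table were made by the authors. Set against the intensities, they follow the log2 signal minus the array's 75th percentile, centred on the median of each probe over the 8 arrays. After the same steps, the 2 sources lay within 0.02 (log2) on all 8 arrays for 99.4% of 21902 probes, and the largest difference was 0.549. The scanner intensities were used here, and the series table served as an alternative.

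For each array, the log2 of the processed signal minus the 75th percentile over noncontrol spots was computed. Spots were kept when their systematic name was a GenBank or RefSeq accession, when they were well above background on all 8 arrays and when no array gave them an outlier flag. Spots of the same probe were averaged, which left 21902 probes. The log2 values of the 2 arrays of a pool were averaged, and a probe was called changed at 1.5-fold (0.585 on the log2 scale). Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp and quantile normalization.

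Because a group is 1 pool, the arrays give no estimate of the variation between mice, and no test of the exposure, of rearing or of their interaction was made. Each value has its range over the 4 pairings of an array of one pool with an array of the other. For each comparison, 2 contrasts in which the pools cancel give the number of probes that noise between arrays alone takes past the threshold. The signal over background limits the precision: the share of noncontrol spots well above background was 56.7% on the first EE-DE array and at least 68.0% on the others.

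The calling was tested on simulated data with normal noise, its SD set for each class of signal from the C-DE and C-C arrays, in which 200 of 200 probes planted at a log2 change of 1 were recovered with 11 false calls. Changes of single probes nearer the threshold were not planted. The simulated contrast in which the pools cancel gave 10 probes, against 45 and 78 on the real arrays, so the simulation understates false calls. A planted list of 15 genes shifted by 0.3 reached percentile 100, and 3 of 100 lists without a shift fell outside the central 95% of random lists.

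Gene names are those of the array files. They were checked against a table of RefSeq accessions and symbols of a later annotation. It named 15316 of the 15956 RefSeq accessions, and its symbol equalled the file's for 17453 of 19431 probes. Spots of Table S1 were matched by accession to the systematic names of the array, and cluster membership was taken from the order of that table.

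The genes named are every gene of the paper's text, Tables 1 to 6 and figures that lies on the array. For C-DE/C-C and EE-DE/EE-C they also include up to 5 of the largest rises and falls among probes with a gene symbol that changed at least 1.5-fold the same way in all 4 pairings. Genes of the lists below are named where their list is reported. These rules, the lists and the alternatives were set before the data were examined, apart from those marked as chosen later.

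Lists of marker genes were written for olfactory sensory neurons, supporting cells and glands of the olfactory mucosa, bone, neutrophils and marrow, red blood cells, interferon response genes, clock genes in phase with Dbp and in antiphase to it, immediate early genes, glucocorticoid response genes, aryl hydrocarbon receptor and Nrf2 targets, genes of the Y chromosome and a female marker. A list's median log2 fold change is given with its percentile among 10000 random lists of the same size, drawn from 20 classes of mean expression. This describes the pools and is no test of the condition.

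The alternatives changed 1 choice at a time. They were normexp background correction with an offset of 50, quantile normalization, the median of passing spots as the scale, the authors' series table, the mean of linear signals, 2 looser filters on dim spots, no outlier filter, no saturated spots, the brighter 75% of spots, all noncontrol spots, 1.5-fold in all 4 pairings, a 2-fold threshold, leaving out each array, lists without the genes of Table S1 and lists with undetected probes. After seeing the data, 3 were added: the mean of all probes of an accession, matching through further accessions, and leaving out a corner of the first EE-C array. The quantitative RT-PCR values and the annotation sets behind the enrichment tables are not among the deposited data and were not recomputed.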

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

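The tests of noise and of nasal mucosa for the comparison of EE-DE with C-DE, of time of day for Dbp in the enriched pools, of noise for the interferon genes in the unexposed pools and of neutrophil genes on duplicate arrays were chosen only after their results were seen.

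Opposite changes were searched only among the 116 probes of named genes. For 5 genes among these, every pairing of arrays was lower in C-DE than in C-C and higher in EE-DE than in EE-C, with both means past 1.5-fold except for the dimmer Sec14l3 probe. The effect in EE-DE/EE-C exceeded that in C-DE/C-C by 1.67 for Cnga4, 1.30 for Ebf2, 2.09 for Mslnl, 1.15 for Sec14l3 at the dimmer probe and 2.38 for Umodl1. These differences were not tested on the arrays, since each group is 1 pool. By quantitative RT-PCR, the paper reports a significant interaction of exposure and rearing for Mslnl and Umodl1. It also reports that the measured genes did not differ between EE-C and EE-DE, unlike the rises of Mslnl and Umodl1 on the arrays. All 5 genes follow the pattern of cluster B, and the weighing of that pattern comes with the mucosa genes.

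Supporting cell and gland genes of the olfactory mucosa that the paper does not discuss were far lower in C-DE than in C-C, with a median of −1.03 over 7 genes outside Table S1 and a percentile of 0 among random lists. In EE-DE/EE-C the same genes had a median of 0.15 at percentile 99.9, within −0.20 to 1.48 over the pairings of arrays. All 7 were lower in C-DE/C-C, but Obp1a (−0.03), Aqp5 (−0.28) and Lypd2 (−0.37) stayed under 1.5-fold. In EE-DE/EE-C, 6 were higher and Obp1a changed by −1.73, where the second EE-C array read 3.17 above the C-C mean and the first 0.20. With the 5 members in Table S1 the medians over 12 genes were −1.07 and 0.61. Their most abundant genes, Scgb1c1 at a level of 1.10 and Cyp2g1 at 0.52, were near the 75th percentile of the arrays. No bulb free of surrounding tissue was measured, so how many of these genes the bulb itself expresses is not known. Blood or marrow cells are argued against as the whole cause of the cluster B pattern. Between the first and second array, the neutrophil genes differed by 0.20 in C-DE and 0.75 in EE-DE, where cluster B went the other way at −0.39 and −0.56, while in C-C (0.31 and 0.77) and EE-C (1.31 and 0.97) both went the same way. The medians in EE-DE/EE-C exclude nothing alone, with −0.33 (−1.37 to 0.75 over the pairings) for neutrophil genes outside Table S1, and −0.05 (−0.33 to 0.22) at percentile 20.3 for red blood cell genes. Bone genes outside Table S1 lay at percentiles 14.3 and 25.6 in C-DE/C-C and EE-DE/EE-C, with members that went both ways, so bone and cluster B cannot be told apart by this list. Col1a1 at −0.48 and Col1a2 at −0.33 fell in C-DE/C-C, while Dmp1 at 0.12 and Sp7 at 0.02 did not. A candidate explanation that the values fit is a different amount of nasal mucosa carried over with the bulb. Between the first and second array of a pool, the 12 mucosa genes differed by 0.77 in C-C, −0.31 in C-DE, 1.16 in EE-C and −0.63 in EE-DE. Every pairing of C-DE/C-C was lower for the 7 genes, at −1.56 to −0.27, while those of EE-DE/EE-C went both ways. Differences between arrays of a pool therefore stay open, above all for EE-DE/EE-C. An effect of the exposure and of rearing on these genes in the bulb stays open as well, untested on the arrays.

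The neutrophil and marrow genes were lower in C-DE than in C-C, with a median of −0.61 over 8 genes outside Table S1 and of −0.62 with S100a8. Red blood cell genes were lower as well, with a median of −0.22 over 6 genes. These lists are in data that the paper did not discuss, and both medians were below all random lists. The most abundant genes were S100a9 at a level of 1.26 and Hba-a2 at 7.08. Over the pairings, the medians outside Table S1 ranged from −0.90 to −0.26 for the neutrophil genes and from −0.39 to −0.002 for the red blood cell genes. The duplicates of the compared pools differed by 0.31 in C-C and 0.20 in C-DE for the neutrophil genes. For the red blood cell genes they differed by −0.23 and 0.18. The duplicates of the EE-C pool differed by more, 1.31 for the neutrophil genes and 0.56 for the red blood cell genes. Over all lists, 27 of 48 differences between duplicate arrays lay outside the random range, so arrays of the same pool differ in this way too. Noise between arrays, a different amount of blood in the samples and an effect of the exposure on neutrophils in the bulb all stay open, and no test separated them.

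Interferon response genes that Table S1 does not list were higher in C-DE than in C-C, with a median of 0.29 over 18 genes, and in EE-C than in C-C, with a median of 0.19. In EE-DE/EE-C their median was 0.11. With the 7 members in Table S1 the medians over 25 genes were 0.37, 0.25 and 0.13, and the most abundant member was Ifi27l2a at a level of 2.04. These values are consistent with a shared interferon response behind part of cluster A, in the unexposed enriched pool too. In EE-C/C-C every pairing was higher, at 0.14 to 0.23, and the list differed by only −0.01 between the C-C arrays and 0.03 between the EE-C arrays. Between the C-DE arrays it differed by −0.35 and between the EE-DE arrays by 0.34, more than between the unexposed pools, so whether noise between arrays made that rise stays open. A response of the bulb to the exposure or to rearing stays open. Neither was tested, since each needs more pools.

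Clock genes in phase with Dbp, other than Dbp itself, were slightly higher in EE-C than in C-C, with a median of 0.085 over 9 genes at percentile 98.0. Their most abundant member was Tef at a level of 5.95. The antiphase genes lay at percentile 13.7 in EE-C/C-C and at 0.59 in EE-DE/C-DE, where the median was −0.13. A time of sampling that differed between the rearing groups may account for the rise of Dbp in both enriched pools, but this explanation cannot be told apart from an effect of rearing or of the slide column, with which rearing coincides. The test set earlier, a rise with exposure, found the other in-phase genes at percentile 84.3 in C-DE/C-C. The 2 Dbp probes changed by 0.01 and 0.18 there and by −0.16 and 0.01 in EE-DE/EE-C, all less than 1.5-fold, so that test cannot tell.

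The paper compares EE-DE with C-DE by quantitative RT-PCR for single genes, and reports no such comparison across its arrays. There, 39 probes were higher in EE-DE in all 4 pairings of arrays and none was lower, and 12 of the 39 are in Table S1. The contrasts in which the pools cancel gave 6 and 5 such probes, which argues against noise between arrays as the whole cause. Mucosa genes outside Table S1 were higher by a median of 1.09 at percentile 100. Neutrophil genes outside Table S1 were higher too, by 0.74 (0.24 to 1.25), and red blood cell genes by 0.22 (0.10 to 0.36), both at percentile 100. The rise was therefore not limited to mucosa genes. A different amount of nasal mucosa in the pools may account for the mucosa genes, while effects of rearing under exposure and of the slide column stay open and untested.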

How the results depend on the processing

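The corner of the first EE-C array, the mean of all probes of an accession and matching through further accessions are the tests chosen only after seeing the data. The other alternatives were set earlier.

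Counts of probes changed 1.5-fold moved with the filter on dim spots and with stricter rules for a change. In the order C-DE/C-C, EE-DE/EE-C, EE-DE/C-C, EE-C/C-C, any of the first 3, and genes in any of them, spots well above background in at least 1 group gave 576, 899, 842, 600, 1569 and 1537. The positive and significant flag gave 584, 848, 790, 659, 1575 and 1544, and all noncontrol spots 220, 378, 397, 319, 724 and 709. Fewer probes changed among the brighter 75% of passing spots, with 33, 80, 41, 88, 122 and 118. They were 23, 18, 25, 10, 53 and 53 for 1.5-fold in all 4 pairings, and 27, 34, 29, 25, 64 and 64 at a 2-fold threshold. These alternatives test more or fewer spots, or ask for more, by construction. With normexp background the counts were 38, 139 and 52 in the exposed comparisons and 186 and 184 in any, a drop whose cause was not tested, though its offset of 50 draws low signals together. Without the corner of the first EE-C array, 119 probes changed in EE-C/C-C. Quantile normalization, the median of passing spots, the authors' series table, linear means, outlier flags ignored and saturated spots left out kept each of these counts within 1.5 times of the value reported.

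With 1 array left out, the counts ranged from 115 to 236 in C-DE/C-C, from 212 to 459 in EE-DE/EE-C, from 179 to 416 in EE-DE/C-C, from 183 to 413 in EE-C/C-C, and from 358 to 785 probes and 352 to 771 genes in any of the first 3. The highest came without the first EE-DE array, except in EE-C/C-C, where it came without the second EE-C array. A pool then rests on 1 array and its noise is not averaged, and more spots pass the filter without the dim first EE-DE array.

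The share of changed probes that were higher in C-DE/C-C, EE-DE/EE-C, EE-DE/C-C and EE-C/C-C was 24.8%, 64.9%, 58.4% and 34.4%, and with normexp background 10.5%, 82.7%, 51.9% and 14.5%. In EE-DE/EE-C without the corner it was 51.9%, and quantile normalization gave 73.1%. The balance reversed in EE-DE/EE-C with spots well above background in at least 1 group (31.8%), the positive and significant flag (49.1%), all 4 pairings (22.2%) and 2-fold (44.1%). It reversed in EE-DE/C-C with the same 4 choices (30.6%, 48.1%, 32.0% and 44.8%), among the brighter 75% (46.3%) and without the second C-C array (43.8%), and in EE-C/C-C at 2-fold (64.0%) and without the corner (52.9%). In C-DE/C-C most of the changed probes were lower under every alternative. The median of all probes moved by less than 0.02 under every scaling.

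Of the Table S1 spots, 37 changed 1.5-fold with normexp background and 11 in all 4 pairings, against 62 as reported. The 62 rest on the probe with the largest change. With the mean of all probes of a gene, Chmp4b, Fam13c, Ptprg, Cenpk, Pick1, Trerf1, Elk1, Akap7 and 2610318N02Rik were under 1.5-fold in the exposed comparisons. Chmp4b then changed by 0.35 in C-DE/C-C. Isg15, Dbp, Acp5, Cbr2, Xlr3b, Sdad1 and Dct stayed past 1.5-fold in at least 1 of them. With 1 array left out the number ranged from 47 to 64.

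Duplicate arrays lay 1.5-fold apart, in the order of the standard-cage pools without and with exposure and then the enriched pools likewise, for 61, 47, 268 and 67 probes with normexp background, 778, 820, 1156 and 1593 with spots well above background in at least 1 group, 918, 935, 1323 and 1546 with the positive and significant flag, 51, 46, 188 and 34 among the brighter 75%, and 328, 285, 861 and 568 with all noncontrol spots. The signal over background limits these values, since dim spots carry most of the noise.

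The cluster medians kept their direction under every alternative, except cluster B in EE-DE/C-C, which ranged from −0.02 to 0.67 with 1 array left out. The other ranges with 1 array left out were, in C-DE/C-C, EE-DE/EE-C and EE-DE/C-C, 0.11 to 0.28, 0.086 to 0.44 and 0.33 to 0.70 for cluster A, −1.24 to −0.64 and 0.11 to 1.19 for cluster B, and −0.50 to −0.36, −0.52 to −0.17 and −0.75 to −0.59 for cluster C. For cluster A the lowest values in both EE-DE comparisons came without the first EE-DE array.

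Among the marker lists, the median of the neutrophil genes in C-DE/C-C was −0.24 with normexp background, and that of the bone genes −0.30 with all probes, detected or not, and −0.28 to −0.019 with 1 array left out. Aryl hydrocarbon receptor and Nrf2 targets had 0.0073 in C-DE/C-C with normexp background, 0.011 in EE-DE/EE-C with quantile normalization, and −0.035 to −0.0010 and −0.023 to 0.012 with 1 array left out. Antiphase clock genes ranged from −0.012 to 0.032 in C-DE/C-C and from −0.16 to −0.017 in EE-DE/EE-C, and Y chromosome genes from −0.0093 to 0.056 in EE-DE/EE-C. With 1 array left out, the neutrophil median in EE-DE/EE-C ranged from −0.98 to 0.39, the red blood cell median from −0.29 to 0.20, the interferon median from −0.03 to 0.31 and the immediate early median from −0.03 to 0.27. The causes were not tested.

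Of 207 values of single probes, 75 were past 1.5-fold. The spread between duplicates was taken as the SD over the 4 pairings. Leaving out 1 array can hardly move a value past it, since both rest on the same gap between duplicates. Unless they reversed, those alternatives stayed within the spread by construction and say little about robustness. Under the alternatives, 2629 of 2691 values moved by less than the spread between duplicates, 58 moved by more and 4 reversed, all in C-DE/C-C with 1 array left out. BC048679 (A_55_P2027235) ranged from −2.40 to 0.29 and Bpifa6 (A_55_P2039349) from −2.49 to 0.19, the highest without the second C-DE array. Bglap2 (A_55_P2106803) ranged from −1.34 to 0.00028, the highest without the first C-DE array, and Elk1 (A_66_P103818) from −1.27 to 0.035, the highest without the second C-C array. Each then rests on 1 array of a pool.

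No paired analysis was possible because each group is a single pool, so that the replicate numbers 1 and 2 shared by the groups count arrays of a pool and pair no mice, and the results come from no test. The slide as a block was not run, since all arrays lie on 1 slide.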

Differences from the paper's values

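No test reported here was chosen after its result was seen, apart from matching through further accessions.

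The paper's reported number of differentially expressed spots is 116, and the deposited arrays gave 382 probes at the same 1.5-fold threshold. Of the alternatives set before the data were examined, the brighter 75% of passing spots gave 122 and came within 1.5 times of the paper's number. The others did not: 186 with normexp background, 384 with quantile normalization, 376 with the median of passing spots, 381 with the authors' series table, 351 with linear means, 1569 and 1575 with the looser filters, 398 without the outlier filter, 382 without saturated spots, 724 with all noncontrol spots, 53 in all 4 pairings, 64 at 2-fold and 358 to 785 with 1 array left out. The number of spots with a high-quality signal was 18112 under that filter on the brighter spots, against the paper's 18190 and 24149 without it, but the number of genes with such a signal was 12894, farther from the paper's 15332 than the 16673 without it. Of the 122 probes, 47 are in Table S1, and 57 of its 76 matched spots have a probe among the brighter 75%.

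For genes, the paper's reported number is 112, against 377 here. The brighter 75% of passing spots gave 118, again within 1.5 times of the paper's number. The other alternatives gave 184 with normexp background, 379 with quantile normalization, 371 with the median of passing spots, 377 with the authors' series table, 346 with linear means, 1537 and 1544 with the looser filters, 393 without the outlier filter, 377 without saturated spots, 709 with all noncontrol spots, 53 in all 4 pairings, 64 at 2-fold and 352 to 771 with 1 array left out.

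The paper states that no gene differed between the C-C and EE-C groups. On the arrays, 183 probes differed by at least 1.5-fold between these pools, while the contrasts in which the pools cancel gave 208 and 132 probes. In all 4 pairings 10 probes differed, against 32 and 1 in the cancelling contrasts. Of these 10, the 2 in Table S1 are Dbp probes, at 0.63 and 0.70. Among other genes of Table S1, Nr1i3 changed by −0.96 (−1.36 to −0.56) in EE-C/C-C and Sdad1 by −0.75 (−1.24 to −0.25).

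All spots of Table S1 are listed as changed at least 1.5-fold. Of the 76 that could be matched, 62 were past it here. Under the mean of linear signals 74 were, under the median of passing spots and under the authors' series table 63 were, and without the second C-DE array or the second EE-C array 64 were. Matching through further accessions, chosen after seeing the data, gave 68 of 84.

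The paper describes cluster A as raised and cluster C as lowered by exposure under either rearing. Over the matched probes, 30 of 35 in cluster A were higher in C-DE/C-C and 32 in EE-DE/EE-C, and 22 and 21 of 23 in cluster C were lower, so the tally goes with that description. The study formed clusters A, B and C from these same arrays, so such tallies could hardly go against it and are no independent check. The paper describes cluster B as changing in different ways between these comparisons, and 15 of its 16 matched probes did. S100a8 was lower in both, at −0.89 and −0.26.

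The paper states that the exposure affected immune and inflammatory genes under standard rearing and not with enrichment. Of the 11 such genes in Table 2, 8 were higher in C-DE/C-C and 8 in EE-DE/EE-C, and the medians were 0.48 and 0.19. The difference between these medians was not tested.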

Other observations

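The tests of the differences between duplicate arrays, of the corner of the first EE-C array and of Kdm5d were chosen only after their results were seen.

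The count of probes changed at least 1.5-fold can be set against the noise between arrays. In EE-DE/EE-C the larger cancelling contrast gave 214 probes, more than the 211 between the pools, so noise between arrays is a candidate explanation for a count of this size. In C-DE/C-C it gave 78 against 125, and in EE-DE/C-C 103 against 178. There, noise may account for part of the changed probes, and which of them it accounts for cannot be told apart with 2 arrays per pool. Effects of exposure and rearing stay open in all comparisons.

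The duplicate arrays of a pool differed in lists of marker genes. Of 48 differences over 12 lists and 4 pools, 27 lay outside the central 95% of random lists, where 2.4 would by chance, which argues against noise between probes. After the median of each block of the array was removed, 27 lay outside, 26 of them the same as before, which argues against local trends. Among the 5 lists of tissue and blood cells, 18 of 20 differences lay outside, and among the Y chromosome, aryl hydrocarbon receptor and antiphase clock lists 0 of 12 did. The other 4 lists had 9 of 16 outside, with 4 for immediate early genes, 2 for interferon response genes, 2 for glucocorticoid response genes and 1 for in-phase clock genes, so the differences were not limited to tissue and blood. The mucosa genes differed between the first and second array by 0.77 in C-C, −0.31 in C-DE, 1.16 in EE-C and −0.63 in EE-DE. Different RNA on the 2 arrays of a pool and differences in labelling cannot be told apart by these lists. The paper describes the duplicates as parts of 1 pooled RNA. No biological explanation was tested.

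The probes changed in EE-DE/EE-C and in EE-C/C-C gathered in 1 corner of the array. Of the 284 passing spots in this corner, 46.8% read at least 1.5-fold low on the first EE-C array, against 0.23% of the spots outside it, and their median was −0.50. On the other arrays at most 0.352% of the corner's spots read low. In EE-DE/EE-C, 57 of the 211 changed probes lay in the corner, all higher, although it holds 1.27% of the probes. Without the corner 154 probes remained, 80 higher and 74 lower, and the cancelling contrasts were not recounted without it. For 27 changed probes in the corner whose gene has another probe outside it, the median change was 0.64 in the corner and 0.00 outside, and 0 of the others passed 1.5-fold the same way. The values are consistent with a local defect on that array. They bear on the Table S1 genes Bcap31, Pick1, Trerf1 and Klk6, whose changes in EE-DE/EE-C of 0.78, 0.69, 0.76 and 0.80 were 0.11, 0.15, 0.07 and 0.17 with the second EE-C array alone. Parp12 lies in the corner too and changed by 0.31 and 0.40. No biological explanation applies to a place on the array.

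Kdm5d read 4.86 (log2) above the C-C mean on the first EE-DE array and −0.11 from it on the second, while the other Y chromosome genes held their level. This is consistent with an artefact of 1 spot. The Y chromosome list, with 4 genes and Eif2s3y as the most abundant at a level of 2.30, had medians of 0.01 in C-DE/C-C and 0.03 in EE-DE/EE-C. The female marker, Xist, had no probe that passed the filter.

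Atf3, Btg2 and Dusp5 of Table S1 are immediate early genes. The 12 other genes of that list had a median of 0.26 in EE-DE/C-C (−0.02 to 0.61), and the most abundant member was Nr4a1 at a level of 5.27. With the 3 genes of Table S1, the medians were 0.14 in C-DE/C-C and 0.12 in EE-DE/EE-C. The duplicates of a pool differed by −0.30 in EE-C and by 0.25 in EE-DE. Dusp5 lay 1.38 above the C-C mean on the first EE-DE array and 0.10 above it on the second. In the unexposed EE-C/C-C, Atf3 changed by 0.44 (0.20 to 0.68), Btg2 by 0.44 (0.11 to 0.77) and Dusp5 by 0.19 (−0.11 to 0.50). The 12 other genes had a median of 0.17 there (−0.09 to 0.48). Atf3 and Btg2 were thus higher without exposure too. Neuronal activity or handling at dissection may account for the rise of Atf3, Btg2 and Dusp5. An effect of the exposure on activity in the bulb stays open, untested.

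The remaining lists gave these medians in C-DE/C-C and EE-DE/EE-C. Olfactory sensory neuron genes had −0.20 and 0.17 over 9 genes, 2 of them in Table S1, with Omp the most abundant at a level of 6.03. Bone genes had −0.06 and 0.04 over 11 genes, 3 of them in Table S1, with Col1a2 at 3.05. Clock genes in phase with Dbp had 0.05 and 0.05 over 10 genes, and the 5 antiphase genes had 0.02 and −0.05. Glucocorticoid response genes had −0.02 and −0.08 over 11 genes, 1 of them in Table S1, with Mt1 at 7.19. Aryl hydrocarbon receptor and Nrf2 targets had −0.03 and 0.00 over 9 genes, with Srxn1 at 4.09. The red blood cell and neutrophil lists had −0.05 and −0.32 in EE-DE/EE-C.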
